# AP-1 and TGFß cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma

**DOI:** 10.1038/s41467-020-18762-5

**Published:** 2020-10-08

**Authors:** Catherine D. Yao, Daniel Haensel, Sadhana Gaddam, Tiffany Patel, Scott X. Atwood, Kavita Y. Sarin, Ramon J. Whitson, Siegen McKellar, Gautam Shankar, Sumaira Aasi, Kerri Rieger, Anthony E. Oro

**Keywords:** Cancer therapy, Skin cancer, Tumour biomarkers, Tumour heterogeneity, Cancer

## Abstract

Tumor heterogeneity and lack of knowledge about resistant cell states remain a barrier to targeted cancer therapies. Basal cell carcinomas (BCCs) depend on Hedgehog (Hh)/Gli signaling, but can develop mechanisms of Smoothened (SMO) inhibitor resistance. We previously identified a nuclear myocardin-related transcription factor (nMRTF) resistance pathway that amplifies noncanonical Gli1 activity, but characteristics and drivers of the nMRTF cell state remain unknown. Here, we use single cell RNA-sequencing of patient tumors to identify three prognostic surface markers (LYPD3, TACSTD2, and LY6D) which correlate with nMRTF and resistance to SMO inhibitors. The nMRTF cell state resembles transit-amplifying cells of the hair follicle matrix, with AP-1 and TGFß cooperativity driving nMRTF activation. JNK/AP-1 signaling commissions chromatin accessibility and Smad3 DNA binding leading to a transcriptional program of RhoGEFs that facilitate nMRTF activity. Importantly, small molecule AP-1 inhibitors selectively target LYPD3+/TACSTD2+/LY6D+ nMRTF human BCCs ex vivo, opening an avenue for improving combinatorial therapies.

## Abstract (web summary)

Basal cell carcinoma (BCC) cells with increased nuclear myocardin-related transcription factor (nMRTF) levels are resistant to Smoothened inhibitors, however how MRTF activity is regulated is still elusive. Here, the authors identify a LYPD3+/TACSTD2+/LY6D+ BCC subpopulation of resistant BCC cells where AP-1 and TGFß drive nMRTF activation and amplify noncanonical Gli1 activity

## Introduction

While great strides have been made in developing oncogene-targeted cancer therapies, tumor heterogeneity continues to limit the efficacy of monotherapies. An ongoing challenge in the field is the ability to identify and define the resistant cell states within tumors and the driving factors in order to apply precision combination therapies. While a myriad of cell types could exist, single-cell technologies support the accumulation of a finite number of cell types in each tumor that resemble normal developmental cell types, albeit with aberrant differentiation programs^1,2^.

Basal cell carcinoma (BCC) of the skin is the most common cancer in the United States, and serves as an excellent model for the study of tumor evolution and heterogeneity, due to its repeated UV exposure, high mutation burden^3–6^, and convenience in obtaining clinical samples^7^. BCC is singularly driven by overactivation of the essential Hedgehog (Hh) pathway, making it a promising candidate for targeted therapies. However, disappointing initial response rates of only 40% were found with SMO inhibitor therapies such as FDA-approved vismodegib, with a recurrence rate of 20% during the first year^8–10^. While initial studies focused on identifying Hh pathway mutations that conferred acquired resistance^3^, our subsequent studies revealed intrinsically resistant cell states driven by non-canonical Hh signaling in naive patient BCCs as another significant contributor to targeted therapy failure.

We previously identified a common resistant cell state where RhoA increases actin polymerization and nuclear translocation of myocardin-related transcription factor (nMRTF)^11^. nMRTF binds to serum response factor (SRF) and acts as a positive transcriptional cofactor for Gli at Hh target gene sites^12^. Interrogation of the frequency of nMRTF within clinical BCC samples revealed that up to 60% of naive BCCs display varying levels of nMRTF and are intrinsically resistant to SMO inhibitors ex vivo, despite no prior exposure to treatment^12^. This observation suggests that the nMRTF phenotype exists as a distinct cell state in heterogenous BCC. However, the origin, cellular definition, and driving transcription factors (TFs) that characterize this resistant subpopulation remain unknown.

While BCC tumors depend on Hh/Gli signaling for proliferation and inhibition of differentiation, the pathway exists at a signaling nexus that interacts with other pathways to integrate environmental and tumor state-dependent signals. The co-incidence of multiple signals simultaneously is necessary to exert highly specific, dynamic chromatin changes. For example, it is well known that TGFß/Smad TFs play a complex role in cancer progression, acting as either a tumor suppressor or promoter depending on the context of their activation and which TFs are coactivated^13^. Indeed, there is precedence for dysregulated TGFß signaling in BCC^14^, and our group has recently uncovered a role for TGFß in governing BCC invasiveness^15^. Similarly, while AP-1 and its various Jun and Fos family members are well-described regulators of keratinocyte proliferation and homeostasis^16,17^, their function in BCC tumorigenesis remains unstudied.

Here we harness single-cell RNA sequencing (scRNA-seq) of patient tumors to identify surface markers that reliably enrich for nMRTF cells and predict responsiveness to inhibitor treatments. We further show that the unique chromatin accessibility and transcriptional programs of the nMRTF cell type closely resemble the differentiation state of suprabasal cells of the hair follicle (HF) matrix and are driven by JNK/Jun and TGFB/Smad3 signaling, highlighting these pathways for combination therapies in resistant BCC.

## Results

### nMRTF BCC chromatin accessibility resembles HF matrix

We have previously shown that active nuclear MRTF (nMRTF) in BCCs confers Hh target gene transcription and persistent growth in the presence of SMO inhibitors (SMO^i^) including vismodegib^12^. However, the key driving factors that lead to active nMRTF remain unclear. To understand how MRTF interacts with the Hh pathway in the context of normal skin homeostasis, we examined MRTF cellular localization in mouse skin. Intriguingly, while BCCs are thought to derive from the bulge and outer root sheath (ORS)^18^, we found that nuclear MRTF is restricted specifically to the matrix transit-amplifying cells (TACs) of the HF and dermal papilla (DP) (Fig. 1a, Supplementary Fig. 1a), with other subdomains of the skin showing predominantly cytoplasmic localization. While both the ORS and TACs respond to Shh signaling, TACs are committed HF progenitors that undergo Shh-dependent expansion during anagen. Notably, the HF matrix contains cells that express the highest levels of Hh signaling^19^, and they are known to be highly responsive to TGFß and Wnt secreted from the DP^20,21^ (Fig. 1a, Supplementary Fig. 1a).

**Fig. 1:**
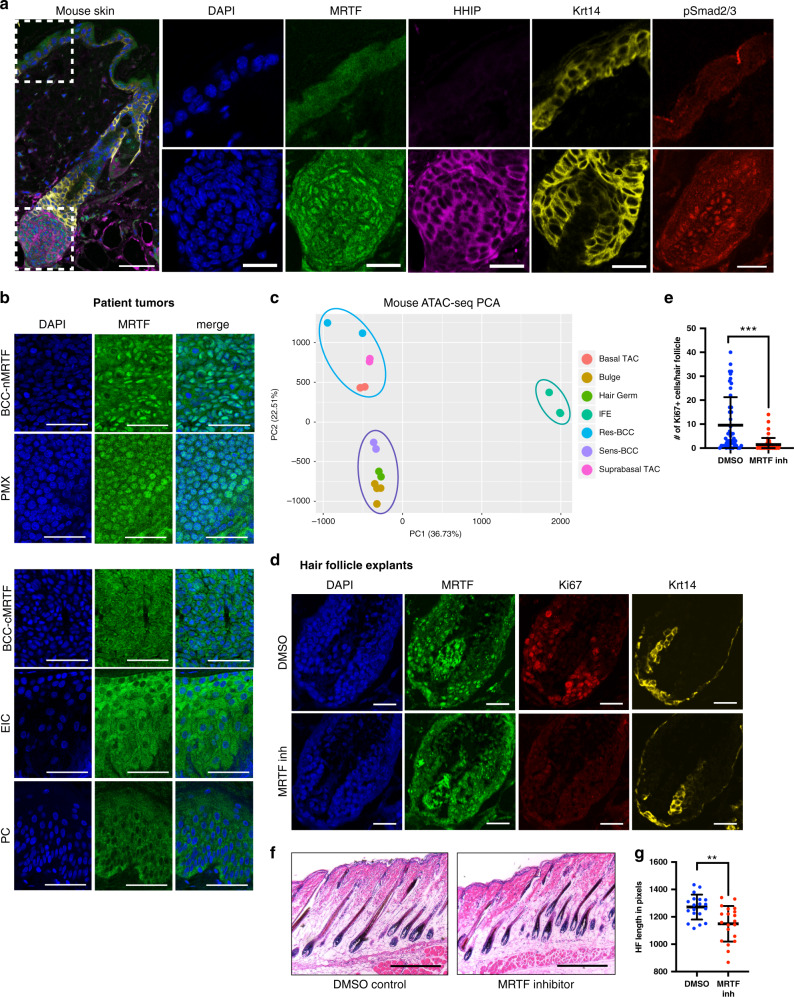
nMRTF BCC chromatin accessibility resembles hair follicle matrix. **a** IF representative images of MRTF cellular localization in healthy mouse skin, in comparison to localization of HHIP (Hh-responsive matrix transit-amplifying cells), Keratin-14 (interfollicular epidermis and outer root sheath), and phospho-Smad2/3 (TGFß-responsive dermal papilla and matrix transit-amplifying cells). Inset areas (IFE top row, HF matrix bottom row) denoted by white dotted boxes. Single-color images are all derived from the same slide except for pSmad2/3, due to limitations of antibody co-staining. Images are representative of *n* > 50 hair follicles examined. Scale bar at low power = 50 μm, inset = 25 μm. **b** IF images of MRTF localization in clinical biopsies of basal cell carcinoma with nuclear or cytoplasmic MRTF (BCC-nMRTF or -cMRTF), pilomatricomas (PMX), epithelial inclusion cysts (EIC), and pilar cysts (PC). Images are representative of *n* = 3 patient tumors per subtype. Scale bar = 50 μm. **c** Principal component analysis (PCA) plot showing the relationship of ATAC-seq profiles between resistant BCC cell line ASZ001 (res-BCC), sensitive murine BCC (sens-BCC), basal transit-amplifying cells of hair follicle (basal TAC), bulge hair follicle stem cells (Bulge), hair germ (HG), interfollicular epidermal stem cells (IFE), and suprabasal transit-amplifying cells of the hair follicle (suprabasal TAC). See Supplementary Table 1 for data sources. **d** IF images of MRTF, Ki67, and Krt14 in mouse hair follicle skin explants treated with DMSO vehicle or 150 μM MRTF^i^ CCG-1423 for 72 h. Scale bar = 20 μm. **e** Quantification of Ki67+ cells per hair follicle in (**d**). *n* = 4 pairs of explants from three mice. ***p < 0.0001. **f** Representative H&E staining of DMSO or CCG-1423 treated mouse skin explants. Scale bar = 100 μm. **g** Quantification of hair follicle lengths in (**f**). Each point represents the length of one HF averaged over up to three separate measurements. **p = 0.0017. All error bars represent mean +/− SD. *p*-values were calculated using unpaired, two-tailed Student’s *t*-test.

To further characterize the differentiation state of nMRTF cells, we interrogated MRTF cellular localization in clinical samples of benign skin tumors with known cellular origins. Strong and uniform nuclear MRTF was observed in HF matrix-derived pilomatricomas (PMX), while epithelial inclusion cysts (EIC) derived from interfollicular epidermis (IFE) as well as trichilemmal/pilar cysts (PC) derived from ORS displayed cytoplasmic MRTF localization^22,23^ (Fig. 1b). Furthermore, we found that out of 1201 MRTF target genes identified in resistant BCCs (Supplementary Data 1), 65% of those genes are upregulated in basal and/or suprabasal TACs^24^. These observations reinforce the relation of MRTF activity with the hair matrix lineage.

In parallel, we took a global approach to analyze the chromatin landscape relationships between BCC and normal skin by comparing the Assay for Transposase Accessible Chromatin (ATAC-seq) profiles of resistant and sensitive BCCs with those of various epithelial cell types (Fig. 1c, Supplementary Fig. 1b, Supplementary Table 1). We compared open chromatin of murine nMRTF BCC cell line ASZ001^25^, previously selected to be highly resistant to SMO^i^-induced changes in cell growth (res-BCC)^26^, with other published ATAC-seq datasets from sensitive BCC generated from *K14-creER;Ptch1*^*fl/fl*^*;Tp53*^*f/f*^ mice (sens-BCC)^27^, basal and suprabasal TACs (basal TAC and suprabasal TAC), bulge HF stem cells, hair germ (HG)^24^, and interfollicular epidermal stem cells (IFE)^28^. Principal component analysis (PCA) representation of these relationships reveals that the chromatin accessibility profiles of nMRTF resistant BCC cells cluster most closely with those of suprabasal and basal TAC, while sensitive BCC clusters with HG and bulge stem cells (Fig. 1c and Supplementary Fig. 1b).

We also compared nMRTF cells to residual BCC cells (resid-BCC), reversible Wnt-dependent, IFE-like tumor cells identified in a murine BCC model after vismodegib treatment^27^. We see that multiple resistant nMRTF BCC cell lines (ASZ and BSZ^25^) have quite disparate chromatin accessibility profiles from sensitive BCC as well as residual BCC (Supplementary Fig. 1d). Furthermore, the genes with increased chromatin accessibility in resistant nMRTF BCC comprise a uniquely pro-proliferative, pro-migratory program, suggesting they represent a distinct cell fate (Supplementary Fig. 1e). Significant phenotypic differences also exist between these BCC cell types, as nMRTF cells maintain high Hh signaling and proliferation rates when treated with vismodegib^12^ (see below), while residual tumor cells resume growth only when treatment is discontinued^27^. We conclude that SMO^i^-resistant nMRTF BCCs possess a distinct cellular state within naive tumors most closely resembling HF matrix TACs.

The observation that MRTF-SRF-Gli chromatin occupancy confers SMO-independent enhancement of Gli activity suggests the intriguing hypothesis that nMRTF functions in the hair to extend hair matrix proliferation at a distance from the Shh signal localized to the lateral disc^29^. Indeed, in mouse anagen HFs, proliferating matrix cells extend to the line of Auber on average 4–5 cell divisions and cease as nMRTF becomes cytoplasmic (Fig. 1a, d). We tested this hypothesis by treating mouse HF explants with CCG-1423, an MRTF-inhibitor (MRTF^i^), and found markedly reduced proliferation in the matrix (Fig. 1d, e) as measured by Ki67 staining, and a concomitant decreased total HF length (Fig. 1f, g). Altogether, we conclude that MRTF nuclear localization is linked to a distinct cell state of differentiation, allowing it to extend the cellular response to Shh signaling.

### LYPD3/TACSTD2/LY6D mark the nMRTF population in patient BCCs

We have shown previously that naive human BCCs, such as those excised through standard Mohs surgical techniques, contain a heterogenous number of cells displaying active nMRTF, which is predictive of the effectiveness of MRTF^i^ versus SMO^i^ for BCC treatments^12^. Therefore, we took advantage of the naturally occurring heterogeneity and conducted scRNA-seq on four naive human BCC tumors to identify and segregate the MRTF-active vs. inactive subpopulations for further study (Supplementary Fig. 2a, b). From the 45,656 total cells analyzed, the epithelial tumor cells were segregated from fibroblast, endothelial, and immune populations through Krt14 expression (Supplementary Fig. 2c–g). Samples were batch-corrected using canonical correlation analysis (CCA) before dimensional reduction and visualization of clusters via tSNE (Fig. 2a).

**Fig. 2:**
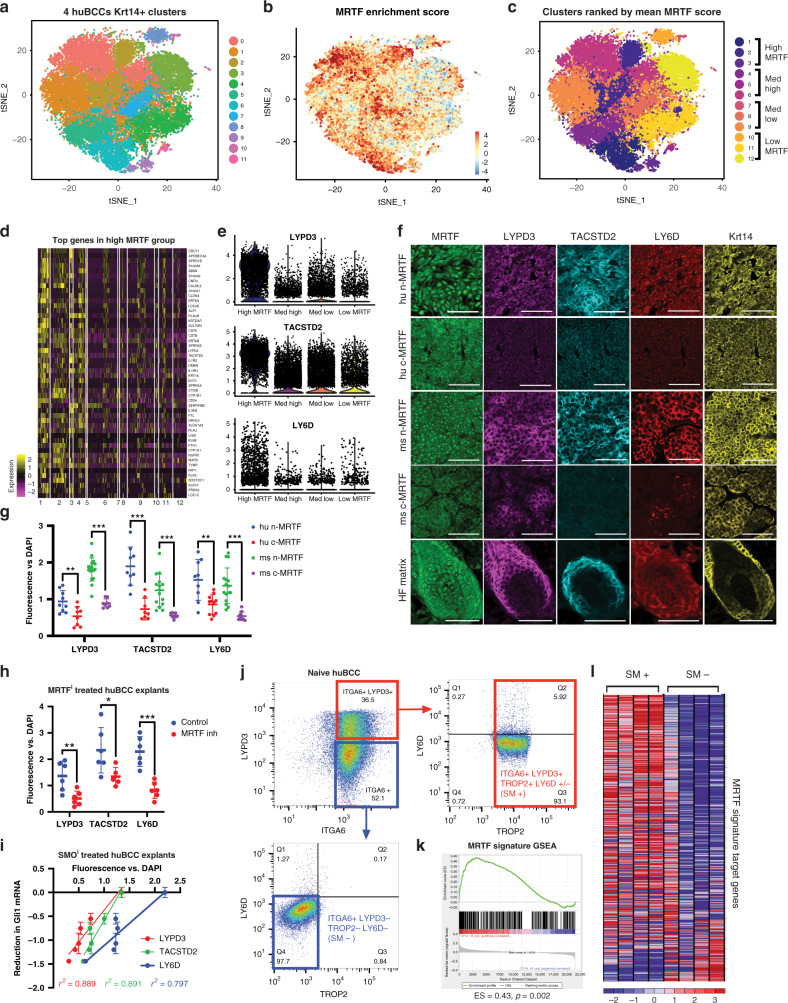
LYPD3/TACSTD2/LY6D mark the nMRTF subpopulation in patient BCCs. **a** tSNE plot of unbiased clustering of tumor epithelia from 4 naive human BCC tumor scRNA-Seq datasets post multi-CCA alignment, filtered for positive Krt14 expression. **b** MRTF signature enrichment score (generated from genes in Supplementary Data 1) overlaid on tSNE clusters from (**a**). c Clusters ranked by mean MRTF signature enrichment score, then grouped as follows: clusters 1–3 = high MRTF, clusters 4–6 = med high, clusters 7–9 = med low, clusters 10–12 = low MRTF. **d** Heatmap of top 50 genes most enriched in high MRTF group (clusters 1–3) vs. low MRTF group (clusters 10–12). **e** Violin plots of gene expression levels per group for surface markers *LYPD3*, *TACSTD2*, and *LY6D*. **f** Representative IF images of surface marker expression in human and mouse MRTF-nuclear vs. MRTF-cytoplasmic BCC regions or HF matrix of normal mouse skin. scale bar = 50 μm. **g** Quantification of LYPD3, TACSTD2, and LY6D fluorescence intensity normalized to DAPI. Each point represents mean pixel intensity, normalized to mean DAPI intensity, averaged over at least three 100 × 100 μm microscopy fields. **p < 0.01, ***p < 0.001. **h** Quantification of LYPD3, TACSTD2, and LY6D fluorescence intensity normalized to DAPI of naive patient BCC explants treated with 10 μM MRTF^i^ CCG-1423 for 24 h. Each point represents mean pixel intensity, normalized to mean DAPI intensity, averaged over at least three 100 × 100 μm microscopy fields. *p = 0.0384, **p = 0.0072, ***p = 0.0002. All error bars represent mean  +/− SD. *p*-values calculated using unpaired, two-tailed Student’s *t*-test. **i** Relative reduction in Gli1 mRNA levels as measured by qRT-PCR vs. quantified fluorescence intensity of surface markers normalized to DAPI in naive human BCC (huBCC) explants treated with 1 μM vismodegib for 24 h. Respective linear regression *r*^2^ values shown in matching colors. **j** Representative FACS plots showing distributions of ItgA6 (CD49f), LYPD3, TACSTD2 (TROP2), and LYPD3 protein expression in naive human BCC tumors. Final sorted populations taken for further analysis outlined in red and blue. **k** Gene Set Enrichment Analysis (GSEA) plot of MRTF signature gene list comparing RNA-seq of sorted surface marker positive (SM+) vs. negative (SM−) BCC cells. *n* = 4 replicates from two tumors. ES = enrichment score, *p* = nominal *p*-value^64^. **l** Gene expression heatmap from GSEA in (**k**).

Cells with the highest MRTF activity were identified through an enrichment score based on the expression of a signature list of MRTF target genes (Fig. 2b). The list is derived from the intersection of SRF target genes identified by ChIP-seq, and MRTF-dependent genes identified by RNA-seq in resistant BCC cells treated with MRTF inhibitor CCG-1423^12^ (Supplementary Fig. 2h, Supplementary Data 1). Clusters were then ranked based on their mean MRTF signature enrichment score, and the 12 clusters were separated into four groups: high MRTF, med-high, med-low, and low MRTF (Fig. 2c). Interestingly, the four tumors were not equally distributed among the clusters, as evidenced by the significant chi-squared statistic. The high MRTF clusters contained higher percentages of two of the four tumors (BCC8 and BCC3), consistent with our previous observation that at least 50% of naive clinical BCC samples contain nMRTF^12^ (Supplementary Fig. 2i).

We then determined the most highly upregulated genes in the high MRTF group vs. low MRTF group (Fig. 2d). To separate MRTF-active BCC cells by fluorescence-activated cell sorting (FACS), we selected target genes of MRTF whose protein products are expressed on the cell surface. The top three most highly enriched surface markers in the MRTF high group were LYPD3, TACSTD2 (also known as TROP-2), and LY6D (Fig. 2e, Supplementary Fig. 2j–l). To validate the specificity of these surface markers, we immunostained human and mouse BCC tumors along with MRTF. We found the protein levels of all three markers was significantly higher in tumor regions with nMRTF (Fig. 2f, g). Interestingly, the surface markers are also expressed at high levels in the HF matrix in normal mouse skin, correlating with nuclear MRTF (Fig. 2f). We also treated naive patient BCC explants with MRTF^i^ CCG-1423 and observed significantly reduced protein levels of all three surface markers, further confirming that expression of these markers is dependent on MRTF activity (Fig. 2h). To correlate the expression of the surface markers with functional resistance, we treated naive patient BCC explants with SMO^i^ vismodegib, and found that protein expression of all three markers is significantly correlated with maintenance of Gli1 mRNA levels, indicating diminished response to SMO inhibition ex vivo (Fig. 2i). These data confirm that the three surface proteins LYPD3, TACSTD2, and LY6D are reliable indicators of nuclear MRTF activity as well as prognostic markers of SMO^i^ resistance in human BCC cells.

To further investigate the chromatin landscape and transcriptomic differences specific to resistant nMRTF BCC, we sorted fresh naive clinical BCC samples first based on epithelial ITGA6 expression, then on these three surface markers (Fig. 2j, Supplementary Fig. 2m). Interestingly, we see significant co-expression of LYPD3 and TACSTD2, while LY6D shows much scarcer expression levels, consistent with our scRNA-seq results (Fig. 2e, Supplementary Fig. 2j–l). For this reason, we sorted ITGA6+ LYPD3+ TROP2+ LY6D+/− cells as surface marker positive (SM+) population and ITGA6+ LYPD3^−^ TROP2^−^ LY6D^−^ cells as surface marker negative (SM−) and compared SM+ and SM− RNA-seq and ATAC-seq profiles (Supplementary Fig. 2p, q). Importantly, the expression of the MRTF signature gene list was significantly enriched by GSEA analysis in the SM+ population, further validating the three surface proteins as reliable markers of MRTF activity (Fig. 2k, l). As additional support of the specificity of these surface markers for resistant nMRTF BCC, we examined their expression in Gorlin syndrome patient BCCs, which are caused by inherited loss of *ptch1* and respond to vismodegib with almost no resistance^30^, as well as being consistently MRTF-inactive^12^. Indeed, Gorlin’s syndrome BCC tumor cells lack expression of the three surface markers (Supplementary Fig. 2n). Chromatin accessibility profiles of Gorlin BCCs are more similar to sorted SM- than SM+ naive patient BCCs by PCA (Supplementary Fig. 2o), providing further support that the SM+ surface phenotype can prospectively enrich for BCC cells possessing the distinct resistant nMRTF cell fate, allowing further characterization from heterogeneous BCC populations.

### BCC resistance requires coincident AP-1 and TGFß signaling

We used BETA analysis^31^ to integrate transcriptomic and chromatin accessibility data in order to identify differentially regulated genes and TF motifs between SM+ and SM− patient BCC cells (Supplementary Fig. 3a). Interestingly, the top Gene Ontology (GO) Biological Process terms^32^ enriched in the SM+ cells included terms associated with epidermal development and keratinocyte differentiation, underscoring the idea that resistant nMRTF BCC resemble a more differentiated cell state than sensitive BCC (Fig. 3a). To find driver TF pathways, we looked at enriched TF motifs as well as target gene expression from Chip-X Enrichment Analysis (ChEA)^33^ (Fig. 3b, c). Notably, AP-1, Smad2/3, and p63 were among the top TFs acting in SM+ cells. As p63 is a known master regulator for epidermal development, we focused on AP-1 and Smad as potential activators of MRTF and non-canonical Hh signaling.

**Fig. 3:**
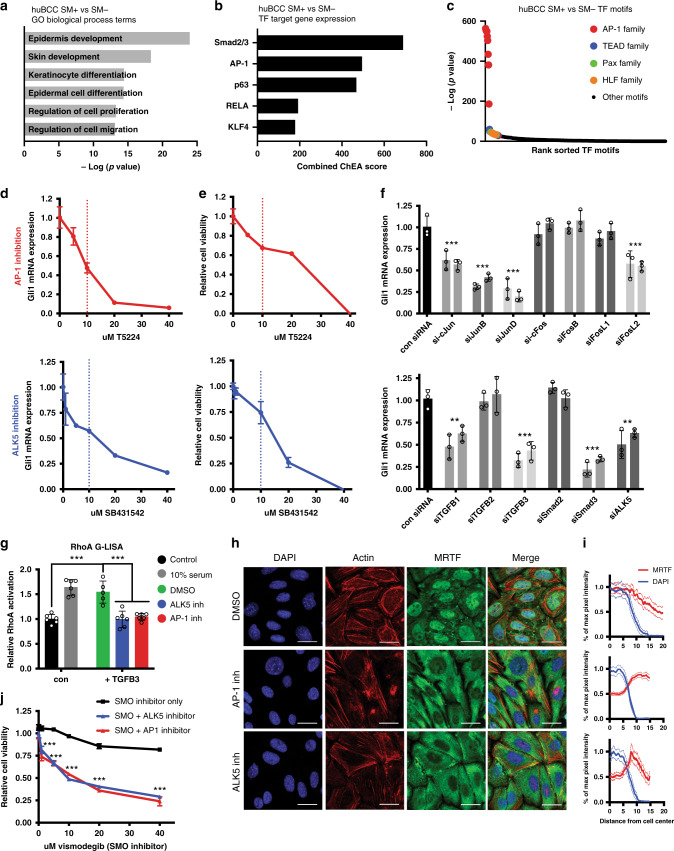
Coincident AP-1 and TGFß signaling are required for BCC resistance. **a** Top Gene Onotology (GO) Biological Process terms enriched in upregulated genes of SM+ vs. SM− huBCC cells by Binding and Expression Target Analysis (BETA) integration of RNA-seq and ATAC-seq. *p*-values calculated using Fisher exact test. **b** Transcription factors with highest combined ChIP-X Enrichment Analysis (ChEA) score enriched in SM+ vs. SM− huBCC cells by BETA integration of RNA-seq and ATAC-seq. **c** Transcription factor motifs enriched in differentially open chromatin peaks in SM+ vs. SM− huBCC cells by BETA integration of RNA-seq and ATAC-seq. **d** *Gli1* qRT-PCR in resistant BCC cell line ASZ001 treated with T5224 (AP-1 inhibitor) or SB431542 (ALK5 inhibitor) for 24 h, normalized to DMSO control. Vertical dotted line represents published IC50 in culture. **e** Cell viability of resistant BCC cell line ASZ001 treated with inhibitors for 72 h, measured by MTS assay. **f** *Gli1* qRT-PCR of resistant BCC cell line ASZ001 transfected with siRNAs against AP-1 and TGFß family genes for 48 h, compared to universal negative control siRNA. Each pair of matching-colored bars represents two distinct siRNA oligos per target gene. **p < 0.01, ***p < 0.001. **g** Rho G-LISA assay with negative control cells serum starved for 24 h, and positive control cells stimulated with 10% FBS for 5 min. ***p < 0.001. Open circles on all bar graphs represent independent biological replicates. **h** IF staining of resistant BCC cell line ASZ001 treated with DMSO, 20 μM T-5224 (AP-1 inhibitor), or 10 µM SB431542 (ALK5 inhibitor). Scale bar = 25 μm. **i** Quantification of MRTF fluorescence intensity across cell radius in (**h**), measured as µm distance from cell center. Nuclear boundaries represented as DAPI intensity. Mean intensities of *n* > 50 cells shown as solid lines, with SEM as dotted lines. **j** MTS cell viability assay of resistant BCC cell line ASZ001 treated with increasing doses of vismodegib (SMO^i^) only, or vismodegib + 10 μM SB431542 (ALK5 inhibitor) or 5 μM T5224 (AP-1 inhibitor). ***p < 0.001. All error bars represent mean +/− SD. *p*-values calculated using unpaired, two-tailed Student’s *t*-test.

First, we assessed the necessity of TGFß and AP-1 signaling in resistant BCC through genetic and pharmacologic perturbation. Treatment of BCC cells with various AP-1 small-molecule inhibitors (T5224^34^ and SR11302^35^) resulted in a dose-dependent decrease in expression of *Gli1* measured by mRNA and protein, and cell viability (Fig. 3d, e and Supplementary Fig. 3b, c). We also observed elevated levels of phosphorylated JNK in active nMRTF BCCs in comparison to inactive cMRTF BCC (Supplementary Fig. 3g, h), and treatment of resistant BCC cells with inhibitors of JNK (SP600125^36^ and JNK-IN-8^37^) reduce *Gli1* expression and cell viability (Supplementary Fig. 3d). By contrast, inhibitors of p38 or MEK fail to demonstrate similar inhibition^12^, suggesting that AP1/JNK signaling mediates resistance. In parallel, a small-molecule inhibitor of TGFß signaling through ALK5 (SB435142^38^) leads to a dose-dependent decrease in phosphorylated Smad3 levels (Supplementary Fig. 3e), as well as *Gli1* expression and cell viability (Fig. 3d-e). Both AP-1 inhibitor and ALK5 inhibitor were preferentially toxic to BCC cells, as they affected cell viability of multiple BCC cell lines^25^ to a significantly higher degree than noncancerous cell lines (Supplementary Fig. 3i), providing key pre-clinical data for a drug therapeutic window. Notably, the combination of AP-1 and ALK5 inhibitors on resistant BCC cells did not result in any additional effect on *Gli1* expression or cell viability, suggesting that these pathways may be redundant or acting upstream of a shared pathway (Supplementary Fig. 3f).

We next wanted to determine the specific AP-1 and TGFß family members that operate in resistant BCCs. Although AP-1 consists of a family of Jun/Fos dimers all capable of binding to the TGA(C/G)TCA consensus sequence, different homo or heterodimer pairs can have drastically different transcriptional outputs^39^. *c-Jun, JunB*, and *JunD* are all expressed robustly in BCC cells, while *FosL2* is the only Fos family member expressed at significant levels (Supplementary Fig. 3k). 

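In the RNA-seq data of the inhibitor experiments, the DMSO libraries give the expression of the AP-1 subunits in untreated ASZ001 cells. Jun (mm9 chromosome 4, 94715725 to 94718913) was at 67.8 ± 1.75 RPKM (SD, n = 3) in the DMSO libraries of the SB431542 experiment, Junb (chromosome 8, 87500811 to 87502617) at 70.9 ± 2.28 RPKM, Jund (chromosome 8, 73221638 to 73224515) at 91.8 ± 15.0 RPKM and Fosl2 (chromosome 5, 32438845 to 32460204) at 52.0 ± 6.10 RPKM. Fos was at 1.36 ± 0.337 RPKM, Fosb at 0.566 ± 0.0855 RPKM and Fosl1 at 1.02 ± 0.277 RPKM. In the DMSO libraries of the T-5224 experiment, Jun was at 51.6 ± 0.436 RPKM (SD, n = 2), Junb at 113 ± 2.30 RPKM, Jund at 189.7 ± 5.72 RPKM and Fosl2 at 111 ± 2.03 RPKM. There, Fos was at 0.710 ± 0.0368 RPKM, Fosb at 0.456 ± 0.00495 RPKM and Fosl1 at 0.227 ± 0.0361 RPKM. Each of the 4 abundant subunits was at least as high in every DMSO library as 45.0 RPKM, and each of the other 3 was at most at 1.74 RPKM. The 2 sets of DMSO libraries were normalized in separate tables and were not tested against each other.

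**Figure D1:**
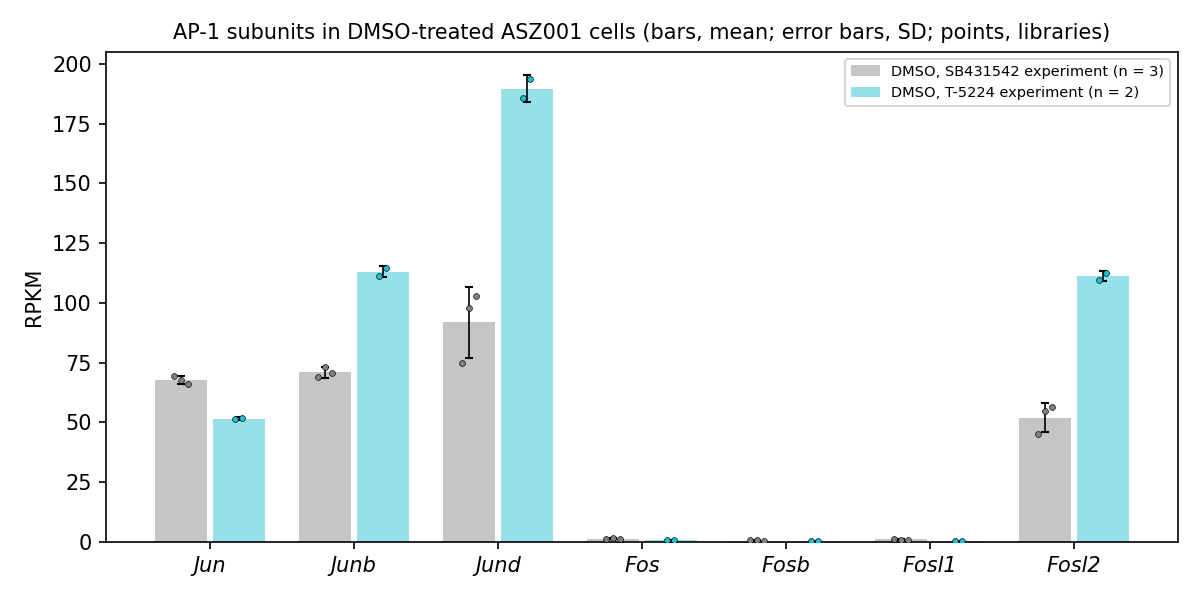
RPKM (y axis) of the 7 AP-1 subunit genes in DMSO-treated ASZ001 cells, in the SB431542 experiment (n = 3) and the T-5224 experiment (n = 2). Bars are means, error bars SD and points single libraries; Jun, Junb, Jund and Fosl2 stand above Fos, Fosb and Fosl1 in every library.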

Consistent with this observation, siRNA knockdowns of *c-Jun, JunB, JunD*, or *FosL2* in BCC cells resulted in significant decrease in *Gli1* expression, with *JunD* knockdown having the biggest effect, while knockdown of *Fos* or *FosB* did not change *Gli1* expression (Fig. 3f, Supplementary Fig. 3l). In parallel, siRNA knockdown of TGFß family members *TGFß1, TGFß3, Smad3*, and *Alk5* decreased Smad2/3 phosphorylation (Supplementary Fig. 3m) and reduced expression of Gli1 (Fig. 3f, Supplementary Fig. 3l, m).

nMRTF activity depends on RhoA activation^12^, so we next examined whether AP-1 and TGFß cooperate to induce Rho signaling. Using a Rho G-LISA assay to specifically measure levels of active GTP-bound RhoA, we found that exogenous TGFß3 ligand was sufficient to activate Rho signaling, which could be attenuated by the addition of ALK5 or AP-1 inhibitor (Fig. 3g). In addition, we found that inhibition of TGFß or AP-1 signaling disrupted both actin polymerization and MRTF nuclear localization (Fig. 3h, i). Importantly, while TGFß signaling regulates Rho activity in both Smad-dependent and independent pathways^40^, knockdown of *Smad3* expression is sufficient to inhibit MRTF nuclear localization (Fig. 4g) and *Gli1* expression (Fig. 3f). This suggests that in resistant BCCs, TGFß acts in a Smad3-dependent manner to promote non-canonical Hh signaling.

**Fig. 4:**
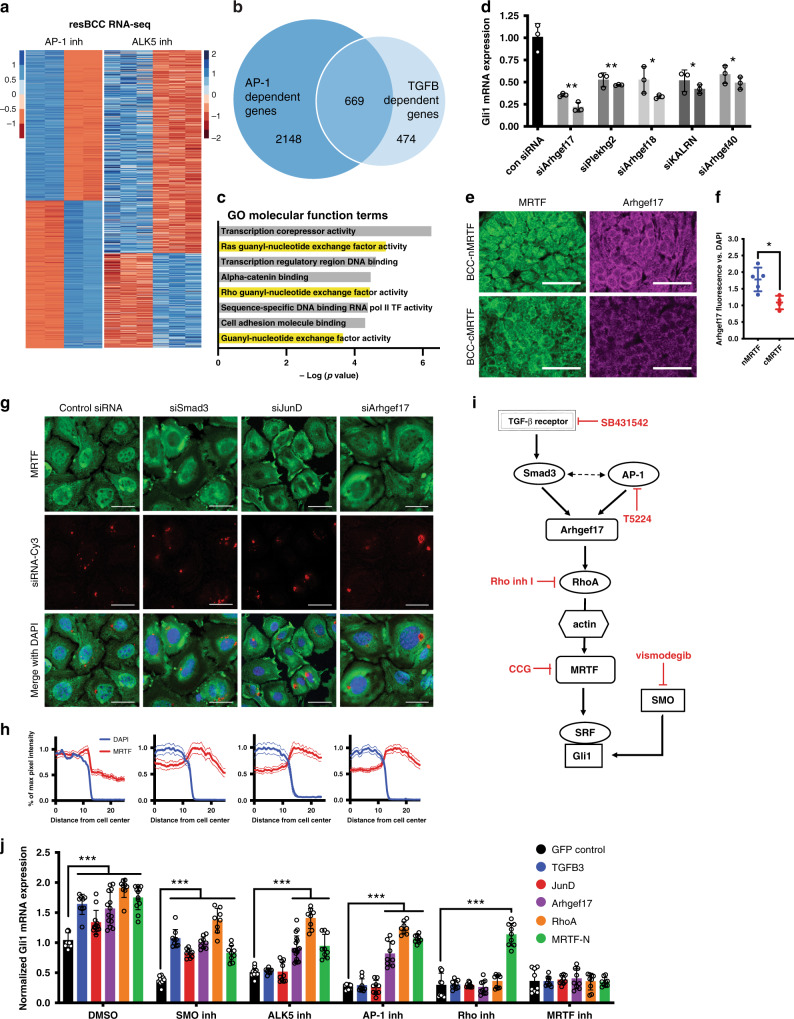
AP-1 and Smad3 induce transcription of Rho regulators including GEFs. **a** Heatmap of differentially expressed genes as measured by RNA-seq of resistant ASZ001 cells treated with 10 μM SB431542 (ALK5 inhibitor) or 20 μM T5224 (AP-1 inhibitor). **b** Overlap between AP-1 and TGFß dependent genes by RNA-seq, defined as log_2_ FC < −1 and *p* > 0.05 in inhibitor-treated cells. Genes listed in Supplementary Data 2. **c** GO Molecular function terms enriched in genes dependent on both AP-1 and TGFß signaling. *P*-values calculated by Fisher exact test. **d** *Gli1* qRT-PCR of resistant BCC cell line ASZ001 transfected with siRNAs targeting selected GEFs for 48 h. Each pair of matching-colored bars represents two distinct siRNA oligos per target gene. *p < 0.05, **p < 0.01. **e** IF images of MRTF and Arhgef17 protein expression in murine sensitive (cMRTF) and resistant (nMRTF) BCCs^12^. Scale bar = 50 μm. **f** Quantification of (**e**) as measured by Arhgef17 fluorescence intensity vs. DAPI. Each point represents an individual tumor, mean pixel intensity normalized to mean DAPI intensity quantified over at least three 100 × 100 μm microscopy fields. *p = 0.0107. **g** IF images of MRTF protein localization in resistant BCC cell line ASZ001 transfected with Cy-3 conjugated siRNAs. Scale bar = 25 μm. **h** Quantification of MRTF fluorescence intensity across cell radius in (**g**), measured as µm distance from cell center. Nuclear boundaries represented as DAPI intensity. Mean intensities of *n* > 50 cells shown as solid lines, with SEM as dotted lines. **i** Diagram describing putative signaling pathway and corresponding small-molecule inhibitors. **j** Epistatic studies measured by *Gli1* qRT-PCR of resistant BCC cell line ASZ001 transfected with overexpression constructs and treated with inhibitors. ***p < 0.001. Open circles on all bar graphs represent independent biological replicates. All error bars represent mean +/− SD. *P*-values calculated using unpaired, two-tailed Student’s *t*-test.

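With 10 µM SB431542, 63 of the 10842 genes tested were down and 25 were up. In 87 of these 88 genes, every SB431542 library lay on the same side of every DMSO library. At an adjusted p under 0.05 with no limit on the fold change, 1085 genes were lower and 1107 were higher (limma), so the limit of 2-fold moved the count most of all the choices tried.

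Among the 10462 genes tested in both experiments, 62 were down with SB431542 and 1070 with T-5224, and 50 were down with both, against 6.34 expected by chance (odds ratio 38.3, Fisher's exact test, two-sided, p = 6.96e-39). The 2 lists share no libraries, since each inhibitor had its own DMSO controls. Of the genes down with SB431542, 80.6% were also down with T-5224, and of the genes down with T-5224, 4.67% were also down with SB431542. There were 11 genes up with both (Fisher's exact test, two-sided, p = 1.21e-07), 2 down with SB431542 and up with T-5224, and 1 the other way round. Without the limit on the fold change, 798 genes were lower with both. Across the genes tested in both, the log2 fold changes with the 2 inhibitors had a Pearson r of 0.443 and a Spearman correlation of 0.415, where genes are not independent replicates.

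Among the largest falls with SB431542 were Pmepa1 (log2 fold change −3.62), C1qtnf3 (−2.64), Ctgf (−2.31) and Ackr3 (−2.15). The largest rises were in Etv5 (2.29), Etv4 (1.93), Ccl20 (1.65), Snord49a (1.31) and Csgalnact1 (1.29). Their adjusted p-values lay between 9.50e-07 for Pmepa1 and 0.00666 for Snord49a (limma). Snord49a is a short RNA with 0.748 ± 0.277 RPKM (SD, n = 3) in DMSO, so it rests on few reads.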

If AP-1 and/or TGFß promote a non-canonical resistance mechanism to drive Hh signaling, then inhibiting these TF pathways should increase the sensitivity of cells to canonical SMO^i^ vismodegib. Indeed, we see that combining SMO^i^ treatment with AP-1 inhibition or ALK5 inhibition in resistant BCC cells leads to increased levels of cell death than with SMO^i^ alone (Fig. 3j). In contrast, neither AP-1 inhibition nor ALK5 inhibition have any additive effect on cell viability when combined with MRTF^i^ CCG-1423 (Supplementary Fig. 3j), suggesting that these pathways work upstream of MRTF. These initial experiments connect JNK-mediated signaling via Jun/FosL2 and TGFß signaling via Smad3 to maintain activation of Rho and MRTF, leading to non-canonical Hedgehog signaling in resistant BCC cells.

### AP-1 and Smad3 induce transcription of Rho GEFs

To identify how AP-1 and Smad3 transcriptional targets activate Rho, we performed RNA-seq on resistant BCC cells treated with ALK5 or AP-1 inhibitors. 

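RNA-seq was done on ASZ001 cells, a mouse BCC cell line, in 2 experiments that each had their own vehicle (DMSO) controls. In the SB431542 experiment, cells received DMSO (n = 3 libraries) or 10 µM SB431542 (n = 3), which inhibits the TGFß receptor kinase ALK5. In the T-5224 experiment, cells received DMSO (n = 2) or 20 µM T-5224 (n = 2), which inhibits AP-1. Treatment lasted 24 h in each. The authors deposited 1 table per experiment with the RPKM of each gene in each library (reads per kilobase of gene, scaled to the depth of the library), after alignment with TopHat to mm9 and counting with HOMER. Each inhibitor was compared only with the DMSO libraries of its own table. Differences were tested with limma on log2(RPKM + 0.5), with a mean-variance trend and Benjamini-Hochberg adjustment. A gene was called down or up when its fold change exceeded 2 and its adjusted p was under 0.05, the cutoff that the description of Supplementary Data 2 gives.

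Known TGFß target genes gave a check of the ALK5 inhibitor. Of a list of 29 such genes written before the data were examined, 20 could be tested, and 18 of these had lower expression with SB431542. Their median log2 fold change was −0.69 (two-sided p = 1.80e-14, limma's camera test with a preset correlation of 0.01 between genes). The fall of this list held under limma's fry test (p = 6.30e-08) and with a correlation estimated from the data (p = 0.00111). Gli1, the Hh target gene that the paper uses as its readout, lies on mm9 chromosome 10 from 126766945 to 126778645. Its log2 fold change was −0.60 with SB431542 (standard error 0.11, adjusted p = 0.00977, limma), from 2.40 ± 0.102 RPKM (SD, n = 3) to 1.42 ± 0.225 RPKM (SD, n = 3). With T-5224 it was −1.66 (standard error 0.11, adjusted p = 5.21e-08, limma), from 5.02 ± 0.203 RPKM (SD, n = 2) to 1.25 ± 0.0955 RPKM (SD, n = 2).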

Intriguingly, the top Molecular Function GO terms of genes dependent on both pathways included guanyl-nucleotide exchange factor (GEF) activity, proteins that directly activate Rho family GTPases (Fig. 4a–c, Supplementary Data 2). 

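The GO annotation behind Fig. 4c is not among the deposited data, so the Dbl family of RhoGEFs, 68 genes listed before the data were examined, was used in its place. Of these, 44 were tested in both experiments. None of the 44 was among the 50 genes down with both inhibitors, where 0.210 would be expected by chance, too few for a count of 0 to bear on enrichment. At an unadjusted p under 0.05 and the same fold change, 58 genes were down with both, again with 0 RhoGEFs. Without the limit on the fold change, 5 of the 44 were lower with both inhibitors (Arhgef10, Arhgef17, Arhgef19, Fgd4 and Plekhg2), against 3.36 expected (Fisher's exact test, one-sided, p = 0.243).

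The family as a whole was then compared with the other genes. With SB431542, 28 of the 46 RhoGEFs tested were lower and 18 were higher. The median log2 fold change was −0.07 and the mean 0.002, so the 2 differ in sign (camera, two-sided, adjusted p = 0.606 over 21 lists, and 0.492 before adjustment). Of the 46, 6 were lower and 7 were higher at an adjusted p under 0.05, and 11 and 11 when adjusted over the list alone. The largest fall with SB431542 among the RhoGEFs was a log2 fold change of −0.48 and the largest rise 0.72.

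**Figure D2:**
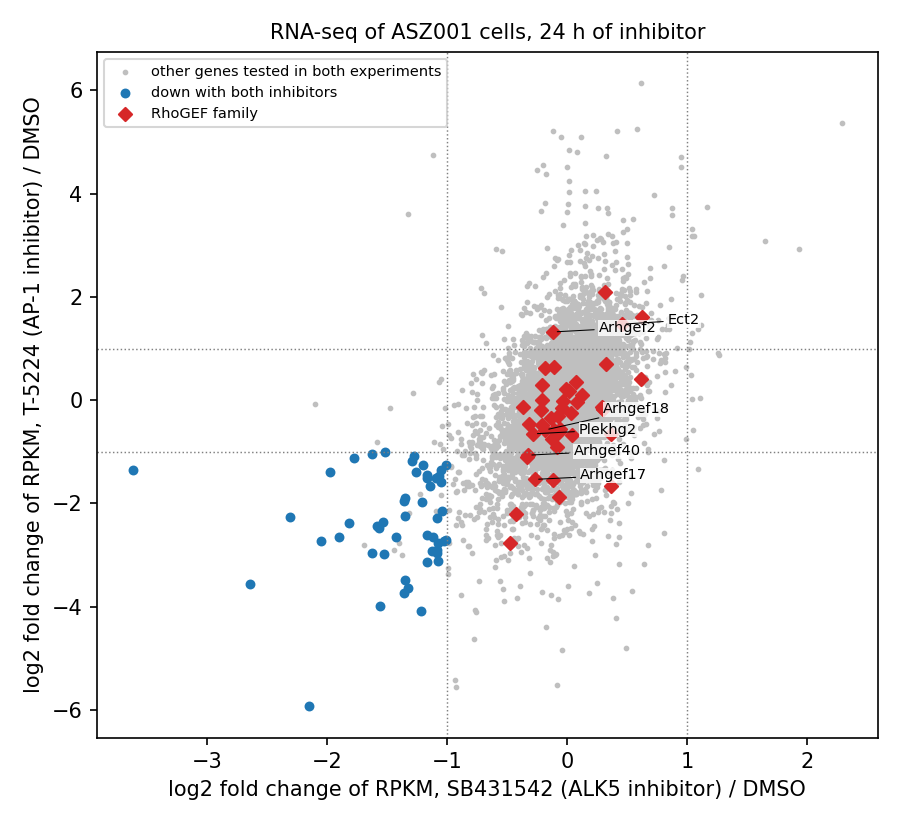
Log2 fold change of each gene tested in both experiments with SB431542 (x axis) and with T-5224 (y axis), each against its own DMSO libraries. Blue points are the 50 genes down with both inhibitors, red diamonds are the 44 RhoGEFs, and dotted lines mark a 2-fold change. The RhoGEFs lie within 1 log2 unit on the SB431542 axis and spread from −2.77 to 2.09 on the T-5224 axis.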

Previous studies have shown that TGFß regulates Rho GTPases through transcription of GEFs in contexts such as epithelial-mesenchymal transition, making these promising candidate genes^41,42^. Targeted siRNA knockdown of the differentially expressed RhoGEFs identified the set of GEFs that work together to maintain *Gli1* expression (Fig. 4d, Supplementary Fig. 4a, b). Although maximal Rho activity required several exchange factors, Arhgef17, also known as Tumor Endothelial Marker 4, was the most significantly enriched at the protein level in mouse resistant BCC tumors with nuclear MRTF, generated from transgenic mouse model *Ptch1*^*+/−*^*;K14-creER;p53* ^*fl/fl*^^43^ (Fig. 4e, f). Arhgef17 facilitates GDP/GTP exchange for RhoA and is required for cell-cell adhesion^44^. Knockdown of *Arhgef17* as well as related GEF *Arhgef18* using fluorescently labeled siRNAs phenocopied *Smad3, JunD*, and other AP-1 subunit knockdowns in abrogating MRTF nuclear localization (Fig. 4g, h and Supplementary Fig. 4c).

These findings suggest coincident TGFß and AP-1 signaling confers resistance by increasing transcription of Rho GEFs such as Arhgef17, which in turn activate RhoA and subsequent actin polymerization, leading to nuclear localization of MRTF and SRF, which as act non-canonical cofactors for Gli1 (Fig. 4i)^12^. 

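Arhgef17 lies on mm9 chromosome 7 from 108018260 to 108080675. Its expression was 14.8 ± 0.308 RPKM (SD, n = 3) in DMSO and 12.2 ± 0.545 RPKM (SD, n = 3) with SB431542, a log2 fold change of −0.27 (standard error 0.06, adjusted p = 0.0176, limma). All SB431542 libraries lay below all DMSO libraries. With each library left out in turn, the log2 fold change stayed between −0.29 and −0.23 and the adjusted p reached 0.0775. With T-5224, Arhgef17 fell from 12.2 ± 0.641 RPKM (SD, n = 2) to 3.88 ± 0.125 RPKM (SD, n = 2), a log2 fold change of −1.54 (standard error 0.08, adjusted p = 1.14e-08, limma), and stayed between −1.59 and −1.48 with each library left out.

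The other RhoGEFs of Fig. 4d moved in the same direction. Arhgef18, on mm9 chromosome 8 from 3393006 to 3456601, had a log2 fold change of −0.18 with SB431542 (standard error 0.06, adjusted p = 0.0610, limma) and −0.58 with T-5224 (standard error 0.06, adjusted p = 5.48e-06). Plekhg2, on mm9 chromosome 7 from 29144623 to 29157681, had −0.28 with SB431542 (standard error 0.06, adjusted p = 0.0169, up to 0.0771 with a library left out) and −0.65 with T-5224 (standard error 0.09, adjusted p = 4.46e-05). Arhgef40, on mm9 chromosome 14 from 52604508 to 52625922, had −0.33 with SB431542 (standard error 0.10, adjusted p = 0.0655) and −1.07 with T-5224 (standard error 0.10, adjusted p = 1.70e-06). The call of Arhgef40 as down with T-5224 was lost without T-5224 replicate 2, where its log2 fold change fell just short of the limit (−1.00). The 0.5 RPKM added before the logarithm shrinks that value, from 4.527 and 4.67 RPKM in DMSO and 2.051 RPKM in T-5224 replicate 1. Kalrn was under the lowest mean RPKM tested in both experiments, with 0.741 ± 0.121 RPKM (SD, n = 3) in DMSO and 0.540 ± 0.0628 RPKM (SD, n = 3) with SB431542, and 0.730 ± 0.162 RPKM (SD, n = 2) in DMSO and 0.140 ± 0.00636 RPKM (SD, n = 2) with T-5224. As a set, the 4 genes tested had a median log2 fold change of −0.28 with SB431542 (camera, two-sided, adjusted p = 0.0124 over 21 lists, and 0.00413 before adjustment) and −0.86 with T-5224 (adjusted p = 0.0359, and 0.0171 before adjustment). Both falls held under fry, but only the first with a correlation estimated from the data (p = 0.0436 and 0.333). The paper chose them partly from these libraries, so these tests are not independent evidence. When adjusted over the list alone, all 4 were lower at an adjusted p under 0.05 in each experiment.

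RhoA itself had a log2 fold change of −0.06 with SB431542 (adjusted p = 0.568, limma) and −0.13 with T-5224 (adjusted p = 0.0576). The T-5224 result changed under median centring and under quantile normalization. There the log2 fold change ranged from −0.22 to −0.13 over the processing alternatives, and from −0.18 to −0.08 with a library left out.

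**Figure D3:**
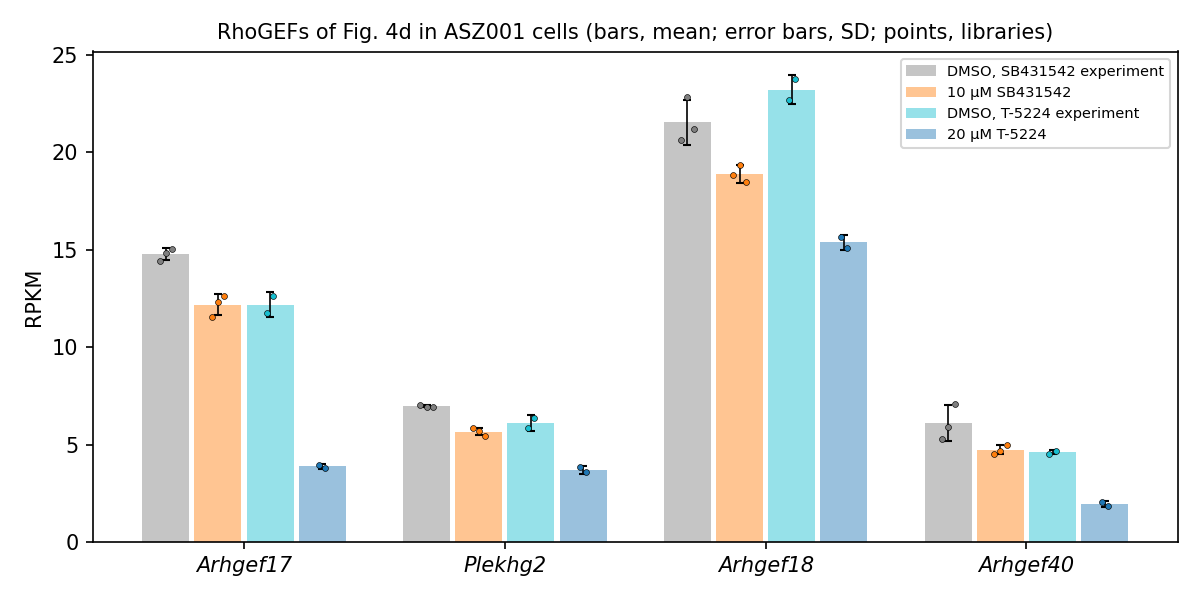
RPKM (y axis) of 4 RhoGEFs of Fig. 4d in the DMSO and SB431542 libraries (n = 3 each) and the DMSO and T-5224 libraries (n = 2 each). Bars are means, error bars SD and points single libraries; Arhgef17 shows the largest fall with T-5224, from 12.2 to 3.88 RPKM.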

In order to confirm this resistance pathway, we conducted a series of epistatic studies using small-molecule inhibitors or siRNA knockdowns at various stages of the pathway (Fig. 4i) simultaneously paired with overexpression constructs, measuring *Gli1* expression as the final output (Fig. 4j, Supplementary Fig. 4d, e). Treatment with SMO inhibitor vismodegib leads to a decrease in Hh signaling, which can be rescued by concurrent administration of TGFß3 ligand or transient overexpression of *JunD, Arhgef17, RhoA* or constitutively active *MRTF (MRTF-N*) (Fig. 4j). Importantly, the effects of ALK5 inhibition cannot be rescued by overexpression of *JunD* or other AP-1 subunits and conversely, AP-1 inhibition cannot be rescued by TGFß ligand administration (Fig. 4j, Supplementary Fig. 4e). These experiments together indicate that coincidental TGFß and AP-1 signaling are required for Arhgef17, RhoA, and MRTF activation that leads to non-canonical Hh signaling and tumor resistance.

### JunD/AP-1, but not TGFß, is sufficient to drive nMRTF

To interrogate whether AP-1 or TGFß are sufficient to drive MRTF-mediated resistance, we used our NIH-3T3 model where overexpression of constitutively active MRTF (MRTF-N) in tandem with subthreshold Smoothened agonist (SAG) enhances *Gli* signaling^12^. 3T3 cells are a useful proxy for sensitive BCC cells in vitro because they respond to canonical Hh signaling but do not intrinsically express the non-canonical MRTF-driven resistance pathway^12^. We confirmed that the expression of *MRTF-N, Arhgef17, Arhgef18*, or *RhoA* is sufficient to amplify *Gli1* mRNA expression (Fig. 5a). Interestingly, we find that overexpression of *JunD* as well as other Jun family members is sufficient to amplify *Gli1*, whereas increased TGFß signaling alone is not sufficient (Fig. 5a, Supplementary Fig. 4f). We find that this sufficiency is operating at the transcriptional level, as *JunD* but not TGFß overactivation is sufficient to increase the transcription of selected GEFs (Fig. 5b). We confirmed that a basal level of TGFß signaling exists and responds to ligand stimulation with significant elevation in phosphorylated Smad2/3 levels (Supplementary Fig. 4g) and expression of the canonical target gene *Serpine1* (Fig. 5b).

**Fig. 5:**
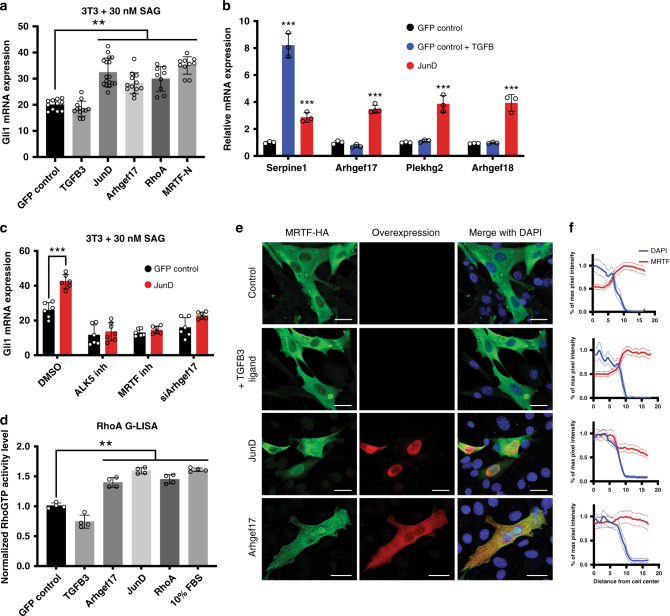
JunD/AP-1, but not TGFß, is sufficient to drive nMRTF. **a** Enhancement of Hh signaling in NIH-3T3 cells measured by *Gli1* qRT-PCR transiently transfected with overexpression constructs for 48 h and treated with 30 μM Smoothened agonist (SAG) for 24 h. **p < 0.01. **b** qRT-PCR of various target genes in 3T3s transiently transfected with GFP control vectorwith or without 5 ng/ml TGFß ligand supplementation, or *JunD* overexpression construct. ***p < 0.001. **c** *Gli1* qRT-PCR in 3T3 cells transiently transfected with GFP control vector or *JunD* and treated with 30 μM Smoothened agonist (SAG) for 24 h. ***p < 0.0001. **d** RhoA activation quantified by G-LISA assay in 3T3 cells transiently transfected with GFP control or overexpression constructs for 48 h. **p < 0.01. Open circles on all bar graphs represent independent biological replicates. All error bars represent mean +/− SD. *P*-values calculated using unpaired, two-tailed Student’s *t*-test. **e** IF images of 3T3 cells transfected with HA-tagged *MRTF* construct with or without 5 ng/ml recombinant TGFß ligand supplementation, *Arhgef17* or *JunD* overexpression construct. Scale bar = 25 μm. **f** Quantification of MRTF intensity across cell radius in (**e**), measured as µm distance from cell center. Nuclear boundaries represented as DAPI intensity. Mean intensities of *n* > 50 cells shown as solid lines, with SEM as dotted lines.

Consistent with a primary role in driving nMRTF activity, the effects of *JunD* overexpression can be attenuated with inhibition of either ALK5 activity, *Arhgef17* expression, or MRTF activity (Fig. 5c). Overexpression of *Arhgef17* or *JunD* is sufficient to increase RhoA activation (Fig. 5d) and MRTF nuclear translocation in 3T3 cells (Fig. 5e, f, Supplementary Fig. 4i, j). Importantly, AP-1 activity appears to have little effect on canonical Hh signaling driven by SMO, as its inhibition does not affect *Gli1* expression levels in Hh-responsive 3T3 or C2C12 cells treated with SAG (Supplementary Fig. 4h). Therefore, we conclude that JunD/AP-1 is sufficient to amplify non-canonical Gli activity that depends on TGFß, RhoGEFs, RhoA, and MRTF signaling.

### AP-1 establishes Smad3 DNA binding profile of resistant BCC

AP-1 has been shown to commission enhancers in conjunction with cell-type specific TFs^45^. Due to JunD, but not Smad3 sufficiency in driving the AP-1/Smad/Rho/MRTF resistance pathway, we hypothesized that JunD/AP-1 regulates the unique chromatin accessibility profile that functions with TGFß signaling in resistant nMRTF BCC. Indeed, AP-1 binding motifs are highly enriched in the differential open chromatin of sorted SM+ naive human BCC (Fig. 3c), while few differences arose in canonical Smad3 binding motifs. This is consistent with previous findings that Smad proteins bind to their canonical DNA binding element (SBE) with 100-fold lower affinity than their interacting TF partners^46^, and therefore need to cooperate with other TFs to influence transcription. To test this hypothesis, we conducted ATAC-seq and phospho-Smad3 chromatin immunoprecipitation sequencing (ChIP-seq) in resistant nMRTF BCC cells treated with AP-1 inhibitor. We found that AP-1 increases chromatin accessibility at Smad3 binding sites and modifies Smad3 DNA binding on a genome-wide level (Fig. 6a, Supplementary Fig. 5a–c, e). 

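The mRNA part of this comparison comes from the T-5224 libraries and their own DMSO libraries. Of the 44 RhoGEFs tested, 30 were lower with T-5224 and 14 were higher, with 24 lower and 12 higher at an adjusted p under 0.05 (limma), the same numbers as when adjusted over the list alone. Abr, Arhgef10, Arhgef10l, Arhgef17, Arhgef19, Arhgef25, Arhgef40 and Fgd4 were down more than 2-fold, 8 genes against 4.50 expected among the genes tested in both experiments (Fisher's exact test, one-sided, p = 0.0750). Arhgef2, Arhgef39, Ect2 and Ngef were up more than 2-fold. The family's median log2 fold change was −0.22 and its mean −0.29 (camera, two-sided, adjusted p = 0.101 over 21 lists, and 0.0568 before adjustment). Under fry, which asks whether the family moved at all and not whether it moved more than other genes, p was 0.00845. With the correlation estimated from the data, p was 0.513. With 11 DOCK genes added to the list, 10 of the 50 tested were down (Fisher's exact test, one-sided, p = 0.0279). With Ras, Rap and Ral exchange factors also added, 13 of 61 were down (Fisher's exact test, one-sided, p = 0.00773). Of the 38 RhoGAPs tested, 5 were down (Fisher's exact test, one-sided, p = 0.347).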

Interestingly, the intersection of genes dependent on AP-1 for maximal mRNA expression, chromatin accessibility, and Smad3 binding are responsible for interaction with the cytoskeleton and RhoGEF activity (Fig. 6b, c, Supplementary Data 3). These findings suggest that in resistant BCC, AP-1 shapes the chromatin accessibility landscape to open alternative Smad3 binding sites, allowing AP-1 and Smad3 to cooperatively induce expression of Rho regulators including GEFs.

**Fig. 6:**
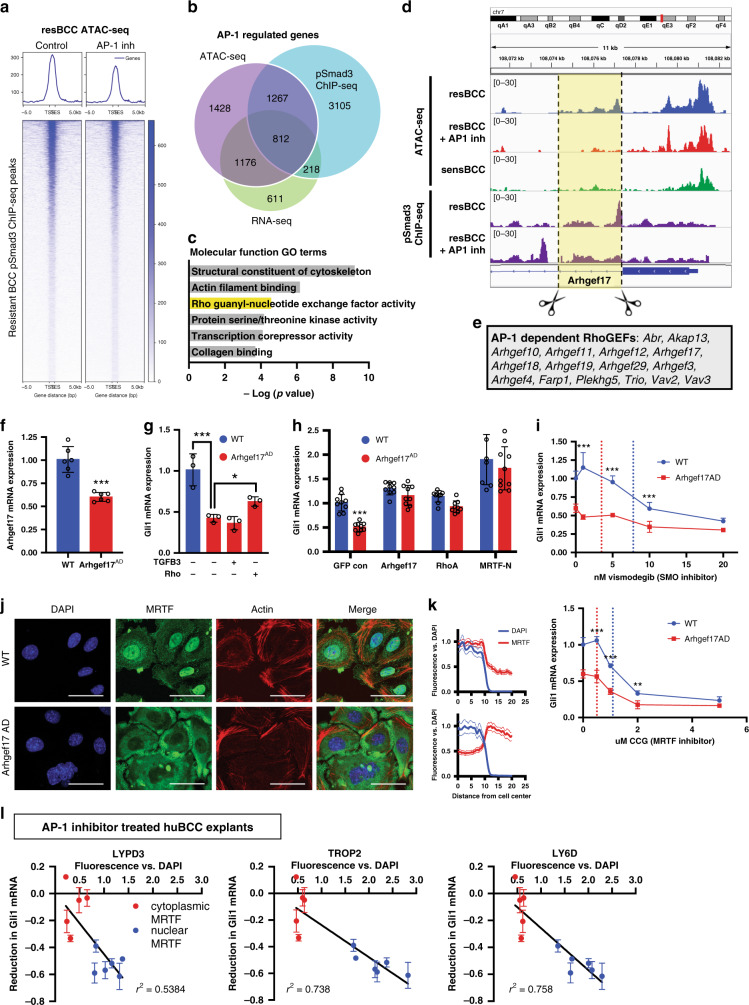
AP-1 establishes the Smad3 DNA binding profile of resistant BCC. **a** Heatmap and line graphs of ATAC-seq signal in resistant ASZ001 cells treated with and without 20 μM AP-1 inhibitor T5224 across pSmad3 ChIP binding sites. **b** Overlap of genes displaying loss of chromatin accessibility (ATAC-seq), Smad3 binding (ChIP-seq), and/or expression (RNA-seq) in response to AP-1 inhibitor treatment in resistant BCC cells, defined as log_2_ FC < −1 and *p* > 0.05. Genes listed in Supplementary Data 3. **c** GO molecular function terms enriched in genes showing AP-1 dependence of chromatin accessibility, Smad3 binding, and mRNA expression levels. *P*-values calculated by Fisher exact test. **d** Visualization of ATAC and ChIP peaks at *Arhgef17* regulatory locus. ATAC peak of interest has been highlighted, and scissors represent target sites for CRISPR guide RNAs. **e** List of RhoGEFs dependent on AP-1 by chromatin accessibility, Smad3 binding, and mRNA expression levels in resistant BCC cells. **f** *Arhgef17* qRT-PCR in WT ASZ cells and Arhgef17 ATAC-peak deletion (Arhgef17^AD^) cell line. ***p < 0.0001. **g** *Gli1* qRT-PCR in WT and Arhgef17^AD^ ASZ cell lines, treated with 5 ng/ml of TGFß3 ligand for 24 h or 1 μg/ml of Rho activator II for 6 h. *p = 0.0344, ***p = 0.0003. **h** *Gli1* qRT-PCR in WT and Arhgef17^AD^ ASZ cell lines transiently transfected with overexpression constructs. ***p = 0.0002. Open circles on all bar graphs represent independent biological replicates. All error bars represent mean +/− SD. *P*-values calculated using unpaired, two-tailed Student’s *t*-test. **i** *Gli1* qRT-PCR in WT and Arhgef17^AD^ ASZ cell lines, treated with increasing dosages of vismodegib or CCG-1423. Calculated IC50 of ASZ WT shown in blue, ARHGEF17^AD^ in red. **p < 0.01, ***p < 0.001. **j** IF images of MRTF protein localization and actin polymerization in WT ASZ and Arhgef17^AD^ cell lines. **k** Quantification of MRTF fluorescence intensity across cell radius in (**j**), measured as µm distance from cell center. Nuclear boundaries represented as DAPI intensity. Mean intensities of *n* > 50 cells shown as solid lines, with SEM as dotted lines. **l** Correlation of relative reduction in *Gli1* mRNA expression of human tumor explants treated with 40 μM AP-1 inhibitor T-5224 for 24 h, with their relative intensity of surface marker immunostaining. Tumors were categorized as nuclear MRTF if immunofluorescent staining of MRTF colocalizing with DAPI was present in at least one of four separate 200 μm × 200 μm microscopy fields, otherwise they were categorized as cytoplasmic MRTF.

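Of the 16 RhoGEFs listed in Fig. 6e, 14 could be tested in the T-5224 libraries, with ARHGEF29 taken as Spata13 by its synonym. Spata13 and Vav2 were under the lowest mean RPKM tested. Of the 14, 12 were lower with T-5224 and 2 were higher, each at an adjusted p under 0.05 (limma), also when adjusted over the list alone. The median log2 fold change was −0.66 (camera, two-sided, adjusted p = 0.00346 over 21 lists, and 0.00115 before adjustment), a fall that held under fry but not with a correlation estimated from the data (p = 0.224). The paper chose the list partly from these libraries, so this test is not independent evidence. The 4 genes that fell more than 2-fold were Arhgef10 (log2 fold change −2.77, standard error 0.07, adjusted p = 2.96e-11, limma), Arhgef19 (−2.20, standard error 0.07, adjusted p = 2.53e-10), Abr (−1.88, standard error 0.06, adjusted p = 1.57e-10) and Arhgef17. Arhgef10 lies on mm9 chromosome 8 from 14911663 to 15001085, Arhgef19 on chromosome 4 from 140795490 to 140813479 and Abr on chromosome 11 from 76230236 to 76435816. The 8 others that were lower had log2 fold changes between −0.90 for Plekhg5 and −0.18 for Vav3 (adjusted p = 0.0437). With 1 library left out, Vav3 ranged from −0.24 to −0.11 and Arhgef11 from −0.36 to −0.25. The results of these 2 genes did not hold in every such fit, and that of Vav3 was also lost with no filter on low values. Arhgef3 was higher with T-5224 (0.42, standard error 0.08, adjusted p = 6.49e-04), as was Trio (0.35, standard error 0.08, adjusted p = 0.00193).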

To illustrate the AP-1/Smad3 chromatin cooperativity, we focused on accessibility changes in the regulatory regions of the *Arhgef17* locus, although we observed similar patterns in the regulatory regions of other GEF loci (Fig. 6d, e, Supplementary Fig. 5d). We identified an AP-1 dependent ATAC peak in resistant BCC cells within the first intron, which is closed in SMO^i^-sensitive BCCs^27^, and showed that Smad3 binding within the ATAC peak disappears with AP-1 inhibition (Fig. 6d). To interrogate the function of this AP-1 dependent open chromatin region, we used the CRISPR-Cas9 system in resistant nMRTF BCC cells to delete the region of the ATAC peak (Supplementary Fig. 5f). Care was taken to ensure the neighboring exon was excluded from the targeted region (Fig. 6d) to avoid disrupting protein function. Arhgef17 ATAC-peak deletion (Arhgef17^AD^) cells displayed diminished expression of *Arhgef17* (Fig. 6f), and significant reduction of *Gli1* levels, which could be rescued by overexpression of full-length *Arhgef17, RhoA*, or *MRTF-N*, but not TGFß3 ligand stimulation (Fig. 6g, h). Arhgef17^AD^ cells revealed diminished actin polymerization and decreased levels of nuclear MRTF (Fig. 6j, k), similarly to *Arhgef17* siRNA knockdown (Fig. 4g, h). Furthermore, the Arhgef17^AD^ cells also display enhanced sensitivity to inhibition of Gli1 expression by SMO^i^ or MRTF^i^ (Fig. 6i). These genetic studies show that resistance-specific, AP-1-dependent accessible chromatin in regulatory regions of *Arhgef17* and likely other Rho activator genes are crucial for optimal Smad3 binding and transcription.

Since AP-1 signaling drives SMO^i^ resistance through MRTF activation, we predicted that in treatment of patient tumors, AP-1 inhibitors, like MRTF inhibitors^12^, would only display efficacy in BCC populations with nMRTF. Indeed, we see that in naive human BCC explants, tumors containing nuclear MRTF respond significantly to AP-1 inhibition with a decrease in *Gli1* expression, while tumors with only cytoplasmic MRTF are less responsive. Furthermore, there is a significant correlation between the expression of surface markers LYPD3, TACSTD2, and LY6D and the responsiveness to AP-1 inhibition (Fig. 6l). We also see that patient BCC explant treatment with AP-1 inhibitors results in significantly reduced levels of nuclear MRTF (Supplementary Fig. 5g, h). We conclude that AP-1 drives the chromatin accessibility profile conducive to AP-1/Smad3-dependent nMRTF BCC resistance, and the identified surface proteins can act as prognostic markers for response rate to AP-1 inhibitors.

To further evaluate the clinical potential of these pathway inhibitors, we treated naive patient BCC explants with combinations of ALK5, AP-1, and/or SMO inhibitors. Similar to our findings in the mouse BCC cell line, SMO plus AP-1 inhibitors have an additive effect in reducing *Gli1* expression, while AP-1 plus ALK5 inhibitors do not (Supplementary Fig. 5i). These findings support the potential efficacy of combination therapies targeting the canonical and non-canonical pathways simultaneously.

## Discussion

In this study, we have identified three surface markers in BCC—LYPD3, TACSTD2, and LY6D—that reliably define the nMRTF BCC cell state and can be used as prognostic markers for resistance to SMO^i^ and responsiveness to AP-1 inhibitors. We show that this resistant cell state closely resembles the differentiation state of suprabasal TACs of the hair matrix, and that AP-1 mediated chromatin accessibility facilitates a Smad3-dependent transcriptional program of RhoGEFs that drive nuclear MRTF activity and resistance. Human BCC sensitivity to AP-1 inhibitors ex vivo correlates with nMRTF status and surface marker expression, providing pre-clinical support for AP-1 inhibition as a viable target for combination therapy along with canonical SMO inhibition for resistant BCCs.

Our discovery that MRTF is active in the matrix TACs of normal skin uncovers a novel interactor with the Hh pathway, given its ability to amplify Gli signaling. Hh ligands control developmental patterning through concentration-dependent signaling in nearly every developing metazoan body tissue. In the skin, Shh is only expressed in the lateral disc, the group of cells in the matrix directly adjacent to the DP that eventually form the IRS, but Hh-responsive genes such as *ptch1* and *gli1* are expressed in proliferative matrix cells up to the line of Auber^29,47^, many cell diameters away from the ligand source. Our findings suggest that MRTF reprises its role as a signaling cascade amplifier to increase the speed and distance of the paracrine Hh signal. This is consistent with our observation that MRTF inhibition during anagen severely limits the proliferative capacity of matrix cells. The observation that matrix TACs express a significant number of MRTF target genes besides those involved in Hh signaling suggests that MRTF may also play another as-yet uncharacterized developmental role in tissue patterning.

Along with the shared function of MRTF as a Hh signal amplifier, resistant BCCs and TACs also occupy similar cell states of differentiation, as evidenced by chromatin accessibility and transcriptomes. It is important to emphasize that the data do not support that resistant BCCs are derived from matrix TACs, but rather only resemble their MRTF-dependent chromatin accessibility profile. The finding that PMXs also have active MRTF is consistent with the fact that they are derived from matrix cells, and therefore likely to maintain some elements of that chromatin accessibility as well.

The expression of the three resistance-associated surface markers, LYPD3, TACST2, and LY6D, in other contexts provide further clues of the lineage trajectory of the nMRTF cell state. LYPD3 (also known as C4.4A) is specifically expressed in suprabasal keratinocytes and is strongly associated with metastasis, invasion, and EMT^48,49^. TACSTD2 was first found in trophoblasts and other various epithelial tissues^50^, while LY6D is highly related to murine hematopoietic stem cell marker Sca-1, and is a marker for early B-cell progenitors in mice^51^, as well as being expressed in esophagus and interfollicular skin^52^. All three markers define specific differentiation states, and act as prognostic biomarkers for multiple solid cancers including squamous cell, colorectal, hepatocellular, pulmonary, brain, ovarian, gastric, breast, bladder, and prostate carcinoma^52^.

Identification of the surface markers allowed, for the first time, prospective isolation of the nMRTF resistant cell population and defined the role for AP-1 and TGFß in maintaining the BCC resistance state. Notably, we find that MRTF activation is independent of Fos family members, with the possible exception of FosL2, suggesting that Jun proteins mediate resistance. This is further supported by the necessity of JNK signaling rather than p38/ERK1/2^17^. In the epidermis, c-Jun is expressed solely in the stratum granulosum, while JunB and JunD are expressed in the stratum basale and spinosum, indicating that they may be governing different steps in the differentiation program^16^. We have shown that JunD has the most potent effect on the TGFß/Rho/MRTF signaling axis, but cannot rule out partial contributions from other Jun proteins.

Interaction between AP-1 and Smad TFs is also complex, having either antagonistic or cooperative functions depending on the regulatory region. Previous studies have shown that at promoters with consensus Smad binding elements (SBEs), Jun TFs inhibit Smad-dependent transcription^53^, while at promoters with canonical AP-1 binding sites, or TPA response elements (TREs), Smad binding acts synergistically with Jun to enhance transcription^54,55^. This suggests that when AP-1 and Smad are simultaneously active, AP-1 shifts the Smad binding profile away from canonical SBEs and instead favors TRE activation. This is consistent with our Smad3 ChIP-seq data in resistant BCC cells, where we observe that when AP-1 is active, Smad3 binding sites are more enriched for AP-1 motifs rather than Smad motifs (Supplementary Fig. 5e). Whether Jun and Smad proteins are actually forming heterocomplexes on AP-1 binding sites, or binding distinct nearby cis elements is a question that is still under debate and merits further study^56–58^.

Finally and importantly, we have shown that nMRTF BCC cells exist as a distinct cell state, which can be effectively targeted with small-molecule MRTF and AP-1 inhibitors, using LYPD3, TACSTD2, and LY6D as prognostic markers. We have also shown that in heterogenous tumors, combining AP-1 and SMO inhibitors can be a useful way to increase efficacy and widen the therapeutic window. Further pre-clinical in vivo studies are necessary to gauge its potential as a therapeutic for BCC. By discovering the surface markers as a predictor of the appropriateness of combination therapies, we have advanced the possibility to target both the canonical and non-canonical drivers of resistance at once, and therefore maintain tumor therapeutic response.

## Methods

### Human samples

Written informed consent was obtained for all human subject samples and was reviewed by the Stanford University Institutional Review Board, protocol #18325 (Stanford, CA).

### Mice

C57BL/6 mice (Stock number: 000664) were obtained form the Jackson Laboratory. Tumor blocks for *Ptch1*^*+/−*^*;K14-creER;p53* ^*fl/fl*^ mice came from previous work^12^. All mouse work was approved by the Institutional Animal Care and Use Committee (IACUC) at Stanford University.

### Mouse skin explants

C57BL/6J mice were sacrificed at p26, backs shaved, skin removed, and then 6-mm punch (Integra; 33-36) was used to generate circular punches, which were subsequently attached to the bottom of 6-well TC plates (Corning; 3516) with 6uL of Matrigel (Corning; 356237). Explants were cultured in 154CF media (Gibco; M15CF500) supplemented with 15% chelated FBS (GE HyClone; SH30396.03), 1% Penicillin Streptomycin (Gibco; 15140-122), 0.05 mM CaCl2 (Gibco; 50-9702), 0.4% Amphotericin B (Gibco; 15290026), 0.01% Plasmocin (Invitrogen; NC9886956), and 1% HKGS (Gibco; S-0001-5). Paired explants from same mouse were either treated with 150 μm CCG-1423 (Tocris; 5277) or DMSO control. Explants were cultured for 72 h, then fixed in 4% PFA for 24 h and imbedded in paraffin blocks for H&E and immunofluorescence staining.

### Immunofluorescence staining and imaging

Human and mouse BCC tumors, benign skin tumors, or normal mouse skin were fixed with 4% paraformaldehyde and embedded in paraffin blocks. 5-μm sections were mounted onto glass slides and stained with H&E or were immunolabeled using the antibodies listed below. Antigen retrieval was performed in pH 6.0 citrate buffer (Vector Laboratories H-3300). Cell lines were plated in 8-well chamber slides (Millipore) were fixed using 3.7% formaldehyde diluted in PBS for 10 min. Sections or chamber slides were immunostained using Cell Signaling Technologies IF General Protocol using the following antibodies and dilutions at 4 °C overnight: anti–Krt14 (1:500, BioLegend SIG-3476-100), anti-MKL1/MRTF (1:200, Novus NBP1-88498), anti-HHIP (1:100, Santa Cruz Technologies sc-293265), anti Krt15 (1:500, Origene BP5077), anti phospho-Smad2/3 (1:200, Abcam ab52903), anti-Ki-67 (1:500, Invitrogen MA5-14520), anti-LYPD3 (1:200, R&D Systems AF5567), anti-TACSTD2/Trop2 (1:200, abcam ab214488), anti-LY6D (1:200, Proteintech 17361-1-AP), anti-Arhgef17 (1:200, Lifespan Biosciences LS-C385259), anti-phosphoJNK (1:200, Invitrogen PA1-9594), and anti-HA tag (1:200, abcam ab130275). The fluorescent-labeled secondary antibodies used were as follows: anti–goat Alexa Fluor 488 (1:500, Life Technologies, A-11055), anti-mouse Alexa Fluor 488 (1:500, Life Technologies, A-21202), anti-rabbit Alexa Fluor 555 (1:500, Life Technologies, A-31572), anti-mouse Alexa Fluor 594 (1:500, Life Technologies, A-21203), anti-guinea pig Alexa Fluor 594 (1:500, Life Technologies A-11076), and anti-chicken Alexa Fluor 647 (1:500, Jackson Immuno Research, 703-606-155). Nuclei were visualized using Hoechst 33342 (1:1000).

Confocal imaging was carried out using a Leica SP8 microscope equipped with an adjustable white light laser and hybrid detectors, and when making comparisons between images, laser intensities and imaging settings were held constant. To quantify protein expression in BCCs, mean pixel intensity was measured using ImageJ in regions that stained positive for keratin 14, then normalized against mean pixel intensity of DAPI in the same region. For each condition, at least three 100 × 100 μm microscopy fields were counted in at least four tumors. Subcellular localization of MRTF was quantified through multiposition intensity profiles using the ImageJ multi-plot plug in. Line averaging was calculated on at least 50 unique nuclei per condition with the line starting in the nucleoplasm, ending in the cytoplasm, and centering on the edge of the DAPI signal. DAPI staining was used as a guide to determine nuclear localization. Measurements were then normalized to the maximum pixel intensity in each line dataset. Actin filament staining was carried out using phalloidin 488 and 647 (Life Technologies).

### Human BCC single-cell RNA-sequencing processing and analysis

The FASTQ files for four naive human BCCs (BCC_2, BCC_3, BCC_8, BCC_10) were aligned using the 10X Genomics Cell Ranger 2.1.1. Each library was aligned to an indexed GRch38 genome using the Cell Ranger Count function. The Cell Ranger Aggr function was utilized to normalize the number of mapped reads across all of the sample libraries, resulting in 45,656 cells total, with median of 2,473 genes per cell and 7,935 UMI counts per cell. The clustering of cells was performed using the Seurat v2.3.4 R package^59^. In brief, initial bulk samples containing single cell data matrices were column-normalized and log-transformed. Quality control parameters were used to filter cells with 200–5000 genes with a mitochondrial percentage under 10%. Effects of cell cycle phase were calculated and regressed out using the CellCycleScoring function. The four samples were merged and then aligned using the MultiCCA function, using the top 1000 genes that were highly variable in at least two datasets. To identify cell clusters, the top 15 aligned CCs with a resolution = 0.6 were used to obtain 22 clusters total. To present high dimensional data in two-dimensional space, we performed t-SNE analysis using the same 15 aligned CCs. For subclustering of epithelial cells, the datasets were subset for clusters with average Krt14 expression >10. Then multi-CCA alignment and clustering was repeated as above, resulting in 12 clusters.

We assigned an MRTF enrichment score using the AddModuleScore function based on a list of MRTF target genes (Supplementary Data 1). This list was generated from the intersection of genes mapped by GREAT to SRF ChIP-seq peaks^12^, and genes that are differentially expressed (log_2_ fold change >1 or <−1, *p* < 0.05) in resistant ASZ001 cells with MRTF inhibitor treatment^12^. Then clusters were ranked and re-ordered from 1–12 by their mean MRTF enrichment score. The 12 clusters were separated into four groups: high MRTF, med-high, med-low, and low MRTF, and differentially expressed genes were identified between the high MRTF and low MRTF groups using the FindMarkers function with default parameters.

### FACS analysis of naive human BCC tumors

Tumors were minced, then dissociated in 0.5% collagenase in HBSS for up to 1 h, and 0.05% trypsin for up to 15 min. Cells were strained through a 70 um filter, then washed twice using FACS buffer (2% BSA /PBS), then stained with the following antibodies for 30 min at 4 °C at 1:100 dilution: anti-LYPD3 (Sino Biological 11836-R213-P), anti-Trop2/TACSTD2 (R&D systems FAB650-V), anti-LY6D (E48^60^, courtesy of Dr. Ruud Brakenhoff), and anti-CD49f/ItgA6 (Millipore MAB1378). Propidium iodide was used at a concentration of 1:1000 as a dead cell marker. During FACS, live epithelial cells were first isolated by positive ItgA6 expression, then separated based on surface marker expression. Because LY6D was rarely expressed, both LY6D-positive and -negative cells were included in the surface marker positive (SM+) population, resulting in final expression profiles SM+ (ItgA6^+^LYPD3^+^TACSTD2^+^LY6D^+/−^) vs. SM- (ItgA6^+^LYPD3^-^TACSTD2^-^LY6D^-^). Sorted cells were then used for RNA-seq and ATAC-seq. *n* = 4 biological duplicates from two tumors. All samples were stained and FACS analyzed with the same parameters.

### RNA-seq library preparation and data processing

RNA extraction was performed using RNeasy Plus (QIAGEN) from the samples reported in this research, per manufacturer’s instructions. RNA-seq from human BCC tumors used four biological samples per condition from two tumors. 

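The DMSO and SB431542 groups have 3 libraries each and the DMSO and T-5224 groups 2 each. Over the genes tested, the log2 expression of a library deviated from the mean of the others of its group with an SD of 0.272 for DMSO replicate 1 of the SB431542 experiment, against 0.161 and 0.190 for DMSO replicates 2 and 3 and 0.123 to 0.126 for the SB431542 libraries. In the T-5224 experiment the SD was 0.162 between the DMSO libraries and 0.123 between the T-5224 libraries. The ribosomal transcript Rn45s was at 770 RPKM in DMSO replicate 1 of the SB431542 experiment and at 2101 and 2155 RPKM in replicates 2 and 3. It was at 1862 and 5184 RPKM in the T-5224 libraries.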

RNA-seq from ASZ001 cells used two or three biological replicates per condition. Library preparation, sequencing, and mapping were carried out^3^ with minor modifications. The RNA-seq libraries were constructed by TruSeq Stranded mRNA Library Prep kit (Illumina) and sequenced on an Illumina Hiseq2000 sequencer. The alignment was performed using TopHat^61^ with mm9 as a reference genome. 

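The RPKM tables hold 17680 rows for the SB431542 experiment and 16742 for the T-5224 experiment. In 22 and 23 rows, a spreadsheet had turned the gene name into a date, and these rows were left out. Counts were not used here, and so the depth was read from the values. Genes shorter than 250 bases had RPKM at whole multiples of 1 read (within 0.05 of a read for 98.8% to 100.0% of the values used), and the size of that step gives the number of reads by which the authors divided. It was 36.1, 48.9 and 40.3 M reads in the DMSO libraries and 45.0, 41.5 and 49.2 M in the SB431542 libraries. In the T-5224 experiment it was 31.9 and 39.1 M in the DMSO libraries and 51.4 and 49.3 M in the T-5224 libraries.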

Raw counts and RPKM values were called using analyzeRepeats.pl in Homer^62^. Differential gene expression analysis was performed using the DESeq2 R package^63^ with cutoffs at log_2_ fold change >1 or <−1 and *p* value < 0.05. 

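The deposited RPKM were tested with limma, and counts were not used here. A pseudocount of 0.5 was added, and genes with a mean RPKM of at least 1 over the libraries of a table were kept, which left out 6816 and 5910 genes. The median log2 fold change of the genes kept was 0.008 with SB431542 and 0.003 with T-5224. On simulated data for the SB431542 experiment, with 200 of 10842 genes changed, 199 were recovered with 3 false calls. For the T-5224 experiment, with 200 of 10809 changed, 200 were recovered with 1 false call. Each changed gene was set well past the 2-fold limit, with noise independent between genes. The recovery of smaller changes, such as those of the RhoGEFs with SB431542, was therefore not simulated. In the real T-5224 data, 8616 genes passed an adjusted p under 0.05 (limma), far more than the 200 simulated. The paper's methods and figure legends give a p value without adjustment as the cutoff, which was tried as an alternative.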

GO and ChEA enrichment analysis was performed using Enrichr^32^. Gene set enrichment analysis (GSEA)^64^ was performed to determine whether a priori defined set of genes shows statistically significant difference between biological samples. The MRTF signature gene list (Supplementary Data 1) was uploaded as a custom gene set, and gene expression values from the RNA-seq analysis of the human BCC samples SM+ and SM− were used for comparison. GSEA (Broad Institute) was performed following the developer’s protocol. The normalized enrichment score and nominal p value are presented to determine the significance of enrichment level.

### Cell culture

ASZ001 and BSZ2 BCC cells were cultured in 154CF medium (Life Technologies) supplemented with 2% chelated FBS and 0.05 mM CaCl_2_. Experiments were carried out using low serum conditions with 154CF medium containing 0.2% chelated FBS and 0.05 mM CaCl_2_. NIH-3T3, HaCaT, and C2C12 cells (all from ATCC) were cultured in DMEM supplemented with 10% FBS. Hh induction experiments were carried out using low-serum DMEM containing 0.5% FBS supplemented with SAG (SAG, Sigma). Transient transfection of mammalian expression vectors was performed using Fugene 6 Transfection Reagent (Promega) per manufacturer protocol. Plasmids used include: pEGFP TEM4 FL (Arhgef17, Addgene 58893), pCMV Arhgef18 (Origene MC206181), pCMV Fosl2 (Origene MR204779), Flag-JunWT-Myc (Addgene 47443), pCS2 Flag-JunB (Addgene 29687), pCMV JunD (Origene MR205123), pCDH-MRTF-N*^12^, pEGFP-Rho-CA^12^, and pCDH-GFP^12^.

### Cell viability assays

Cells were plated subconfluently in 96-well plates, then serum starved and treated with the following inhibitors: vismodegib (GDC-0449; SelleckChem), CCG-1423 (Cayman Chemicals), T-5224 (SelleckChem), SR11302 (Cayman Chemicals), SB431542 (SelleckChem), SP600-125 (SelleckChem), JNK-IN-8 (SelleckChem), or RHO inhibitor I (Cytoskeleton Inc). Cell viability was measured after 72-h treatment using CellTiter 96 Aqueous One Solution (Promega) and normalized to DMSO vehicle control. Each condition was tested six times. For each drug and cell line, the half-maximal inhibitory concentration was determined as the drug concentration giving the half-maximal response compared with the control (DMSO-treated) conditions.

### Quantitative reverse transcription PCR

RNA isolated using QIAGEN RNeasy Mini Kit according to manufacturer protocol. Brilliant II SYBR Green QRT-PCR 1-Step Master Mix (Agilent) was used for reverse transcription and quantitative PCR. Primer sequences are listed in Supplementary Table 2. Each reaction was performed in triplicate and values were normalized to beta-tubulin.

### Small interfering RNA (siRNA)-mediated gene knockdown

ASZ001 cells were transfected with 30 pmol of siRNAs (Sigma-Aldrich) using Lipofectamine RNAiMAX Reagent (Invitrogen) with standard protocol. The siRNA oligonucleotides were designed, synthesized and fluorescent labeled by Sigma-Aldrich MISSION siRNA (Supplementary Table 3). To achieve higher knockdown efficiency and avoid off-target effect, we initially screened three individual siRNAs targeting different regions and chose the top two for the subsequent study. The transfection experiment was performed over three times, and the knockdown efficiency was measured by qRT-PCR. Only the oligos that achieved successful target gene knockdown >80% were used for additional gene expression analysis. Gene expression was normalized to cells transfected with Cy-3 tagged universal negative control siRNA (Sigma-Aldrich SIC003).

### Rho activity assays

Rho activity in ASZ001 or NIH-3T3 cells was quantified using the RhoA G-LISA colorimetric assays (Cytoskeleton Inc) per manufacturer’s instructions. ASZ001 cells were grown in 6-well plates, then serum starved for 24 h and treated with 5 ng/ml TGFß3 (Peprotech), 10 µM ALK5 inhibitor SB431542 (SelleckChem), and/or 20 µM AP-1 inhibitor T-5224 (SelleckChem). NIH-3T3 cells were transiently transfected with vectors expressing GFP, Arhgef17, JunD, or RhoA for 24 h, then serum starved for 24 h. Stimulation with 10% FBS for 5 min was used as a positive control.

### Immunoblotting

Whole-cell extracts were harvested using radioimmunoprecipitation (RIPA) buffer supplemented with protease and phosphatase inhibitors (Roche), run on SDS–PAGE gels (Life Technologies), and then transferred onto nitrocellulose membranes (0.45 µm, BioRad). Immunoblotting was carried out using antibodies against the following proteins in 5% bovine serum albumin in TBST at 4 °C overnight: GLI1 (Cell Signaling, 2534), β-tubulin (Developmental Studies Hybridoma Bank, E7), phospho-Smad2/3 (Abcam ab52903), Smad2 (BD Biosciences 610842), phospho-p38 MAPK (Cell Signaling, 4511), phospho-Smad1/5/8 (Cell Signaling, 9511). Then membranes were washed and incubated with secondary antibodies IRDye 680LT donkey anti-mouse IgG and IRDye 800CW IgG donkey anti-rabbit IgG (LI-COR). All blots were imaged using the LI-COR Odyssey image system and ImageStudioLite software.

### ATAC-Seq preparation, sequencing, processing, and analysis

The ATAC-seq was performed^65^ for sorted patient BCC cells in single cell suspension, or with minor modifications for on-plate transposition in ASZ001 cells. In brief, 100,000 ASZ001 cells were plated per replicate in a 48-well plate, then serum starved with or without 20 µM AP-1 inhibitor T-5224 for 24 h. Wells were washed with cold PBS and lysed using 0.1% NP40 in resuspension buffer for 10 min at 25 °C. Wells were washed again, then 100 µl of transposition mixture was added per well and incubated for 37 °C for 30 min, shaking at 1000 RPM using a thermoshaker. DNA was purified using QIAGEN MinElute columns and then amplified for 8–11 cycles to produce libraries for sequencing. The libraries were initially sequenced on an Illumina MiSeq sequencer and analyzed using a custom script to determine the enrichment score by calculating the ratio of signal over background at TSS over a 2-kb window. Only libraries that had the highest score above the threshold (>5) were chosen for deeper sequencing. Two independent, biological replicates were sequenced per condition.

ATAC-seq libraries were sequenced on Illumina NextSeq sequencers. Paired-end reads were trimmed for Illumina adaptor sequences and transposase sequences using a customized script and mapped to hg19 or mm9 using Bowtie1.1.2^66^ with parameters –S –X2000 –m1. Duplicate reads were discarded with Samtools v0.1.18. Narrow peaks were called using MACS2^67^ with parameters --nomodel --extsize 200 --shift 104 and FDR threshold 0.05. Background removal was carried out via submitting replicates to irreproducible discovery rate (IDR) filtering^68^.

Overlapping peaks from all samples were merged into a unique peak list, and raw read counts mapped to each peak (tools multicov) for each individual sample were quantified. The DEseq2^63^ R package was used to determine differentially accessible peaks from the merged union peak list. Cutoffs were set at log_2_ fold change >1 or <−1 and *p* < 0.05. The heatmap and histogram were generated using the annotatePeaks.pl script in the Homer suite^69^. Heatmap data were visualized using Java TreeView. Read pileups at genomic loci were imaged using Integrated Genomics Viewer (Broad Institute). High-confidence peaks were annotated for gene associations using the Genomic Regions Enrichment of Annotations Tool (GREAT)^70^. For PCA, the union peak list was generated from ATAC-seq of ASZ001 cells as well as re-analyzed ATAC-seq data from the previously published studies listed in Supplementary Table 1. The raw counts in the union peak list were first quantile-normalized, then the PCA plot was visualized in R using prcomp.

For differential peak analysis between mouse resistant, sensitive, and residual BCC, pairwise comparisons were done using DEseq2, then peaks with significantly changing signal were selected by filtering based on threefold change and FDR 0.01. The read counts of the filtered peaks were normalized using quantile normalization and the heatmap was generated by clustering peaks and samples using the pheatmap R package.

### BETA integration of BCC ATAC-seq and RNA-seq datasets

BETA analysis^31^ was conducted using differentially upregulated peaks from human BCC (huBCC) SM+ vs. SM- ATAC-seq (log2FC > 1, adjusted *p*-value < 0.05) as the BED file input, and complete differential expression data generated by DESeq2 from huBCC SM+ vs. SM- RNA-seq as the differential gene expression input. Analysis was run on the Galaxy Cistrome platform using default parameters except for significance cutoff *p* < 0.05.

### Chromatin immunoprecipitation

Protein–DNA complexes were isolated from ASZ001 cells, and these were used to map chromatin occupancy of phosphorylated Smad2/3^71^. ASZ001 cells were grown to 80% confluency, then serum starved for 24 h with DMSO vehicle control or 20 µM AP-1 inhibitor T5224. Cells were stimulated with 5 ng/ml TGFß3 for 2 h prior to fixation. Fifty million cells per replicate were cross-linked with 1% formaldehyde for 10 min, followed by quenching with 0.25 M glycine for 5 min at room temperature (RT). Cells were lysed in modified RIPA buffer (50 mM Tris, 150 mM NaCl_2_, 1% Triton X-100, 0.75% SDS, 0.5% sodium deoxycholate), which was supplemented with protease and phosphatase inhibitor cocktail (Roche). Cellular extracts were sonicated using a Covaris B208 ultrasonicator to produce chromatin fragments 100–400 bp in length. The cleared extract was incubated with 10 μg of antibody against phosphoSmad2/3 (abcam ab52903) or nonspecific rabbit IgG control antibody (Cell Signaling) overnight and precipitated using magnetic Protein A Dynabeads (Invitrogen). Beads were washed with ChIP wash buffer (100 mM Tris pH 9.0, 500 mM LiCl, 1% IGEPAL, 1% deoxycholic acid, protease inhibitor cocktail (Roche)) and protein–DNA complexes were eluted with IP elution buffer (1% SDS, 50 mM NaCOH_3_). Cross-links were reversed by incubation with 0.2 M NaCl at 67 °C overnight while shaking at 1000 r.p.m. on a thermoshaker. RNA was digested with 0.2 μg/ml RNase A at 37 °C for 30 min, and protein was digested using proteinase K for 1 h at 37 °C. DNA was isolated using Qiagen MinElute columns following the manufacturer’s instructions, and used for ChIP-seq library prep.

### ChIP-sequencing library preparation and data processing

ChIP–seq libraries were generated using the standard protocol for the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs). Each library was sequenced initially on a MiSeq sequencer to determine the quality. Only libraries containing higher signal-to-noise ratio were chosen for deeper sequencing. The ChIP-seq deep sequencing data were derived from two biological samples. ChIP libraries were sequenced using the Illumina NextSeq (400 M) platform. Sequencing reads were mapped to mm9 using Bowtie1.1.2^66^ with parameters –best,–strata and –m 1 to allow for only one alignment. Duplicates are then removed using Samtools rmdup. Peaks were identified using MACS2^67^ with input controls and an FDR threshold 0.05. Background removal was carried out via submitting replicates to irreproducible discovery rate (IDR) filtering^68^. The DEseq2^63^ R package was used to determine differential enrichment at Smad3 binding sites with or without AP-1 inhibitor treatment. Cutoffs were set at log2 fold change >1 or <−1 and *p* < 0.05. The heatmap and histogram were generated using the annotatePeaks.pl script in the Homer suite^69^. Heatmap data were visualized using Java TreeView. Read pileups at genomic loci were imaged using Integrated Genomics Viewer (Broad Institute). High-confidence peaks were annotated for gene associations using the GREAT^70^.

### Motif analysis of peaks from ATAC-seq and ChIP-seq

Motif analysis on peak regions was performed using HOMER function findMotifsGenome.pl with default parameters to calculate the occurrence of a TF motif in peak regions compared to that in background regions. We used -log_10_ (*p*-value) to rank the enrichment level of TF motifs.

### ATAC-seq signal intensity around TF bound regions

A window from −5 kb upstream to +5 kb downstream of pSmad3 ChIP-seq peak summits which overlapped with ATAC-seq peaks was taken and divided into 50 bp bins. The number of uniquely mapped and properly paired ATAC-seq tags overlapping each bin was counted, normalized by library size and log-transformed using an in-house script. Therefore, we generated a matrix with each row representing a peak region, and each column containing the normalized tag counts from a 50 bp bin in a consecutive manner within the 10 kb window. To visualize the signal intensity across all the TF bound regions, the data matrix was presented as a heatmap by Java TreeView. To get an average intensity, we took the mean of fragment count in each bin of all the binding regions and plotted the result as a line graph.

### CRISPR/Cas9-mediated targeted gene deletion/replacement

We used CRISPR/Cas9-mediated genome editing to generate our Arhgef17 ATAC-peak deletion (Arhgef17^AD^) ASZ001 line. We designed two gRNAs to target independent loci surrounding the 3290 bp genomic region that we wished to delete, from chr7: 108073710–108077000. The sequences of the gRNAs are as follows: TCCACAAGTCCCCGCCAAGG and GAACTGAGTACTCATTAGGC. A donor sequence with 600 bp arms flanking left and right of the region to be deleted was also used to promote homologous recombination at the locus. Both gRNAs and donor sequence were synthesized as 5′-phosphorylated gene blocks (IDT), and the gRNAs were incorporated into a DNA fragment with all components necessary for gRNA expression. Constructs were transfected into ASZ001 cells alongside an hCas9 expression plasmid, using Lipofectamine LTX Reagent with PLUS Reagent (Thermo Fisher Scientific,15338100) and the recommended manufacturer’s protocol. After 48 h, we added puromycin to the cells to select out positive cells for gRNA expression. Multiple rounds of transfection and puromycin selection were conducted to achieve a purer population. The deleted region was verified by genomic PCR.

### Primary patient BCC explant culture and drug treatment

Freshly resected tumors were obtained from patients with advanced BCC receiving Mohs surgery. Informed consent was obtained in writing for all patient samples and was reviewed by the Stanford University Institutional Review Board #18325. The tumor subtype was verified through the immediate histological examination of resected BCCs. Patient specimens were minced and cultured in EpiLife medium (Life Technologies) supplemented with 0.05 mM CaCl_2_ with or without 1 µM of SMO^i^ vismodegib, 40 µM AP-1 inhibitor T-5224, 10 µM AP-1 inhibitor SR11302, 40 µM ALK5 inhibitor, and/or 10 µM MRTF inhibitor CCG-1423 for 24 h. Drug-treated tissues were suspended in RLT buffer (Qiagen) and homogenized using 2 ml tissue lysing matrix E tubes (MP Biomedicals). RNA was isolated from tumors using the RNeasy standard protocol (Qiagen). RNA extracts were used to carry out qPCR with TaqMan probes for human *Gli1* and *Gapdh* (Thermo Fisher). MRTF localization and surface marker expression was assessed in explant specimens through freezing samples in O.C.T. reagent and sectioning blocks for immunofluorescence analysis.

### Quantification and statistical analysis

Statistical tests used in each experiment as well as information on replicates is indicated in Figure Legends. In general, data represent similar results from three or more independent, biological samples and cell cultures, unless otherwise described. Single-cell RNA sequencing is analyzed from four individual tumor datasets. Sorted human BCC cells for RNA-seq and ATAC-seq analysis include four biological replicates per condition from two tumors. Deep sequencing data of ASZ001 cells are from two or three biological samples per condition. For IF analyses of human BCC tumors, *n* = 9 tumors with nuclear MRTF and *n* = 11 tumors with cytoplasmic MRTF. For IF analyses of cultured ASZ001 and NIH-3T3 cell lines, *n* > 50 for each quantification. Scale bars, radial distribution, and quantification of pixel intensity was measured using FIJI software^72^. Bar and line graph results are presented as the mean with SD. Significance values were generated using GraphPad PRISM 8 and denoted by asterisks as indicated in figure legends. Unpaired student’s *t*-test was used to determine the significance of differences with the annotations: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001. Details of statistical methods for specific analysis are described in the corresponding methods sections. A normal distribution was observed for all data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Sequencing data generated for this manuscript are available in the Gene Expression Omnibus using SuperSeries with GEO accession numbers GSE156855 and GSE141526. Previously published sequencing datasets used for analysis for this manuscript are available in the Gene Expression Omnibus using GEO accession numbers GSE100876, GSE116966, and GSE89928. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: AP-1 and TGFß cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma
**Source:** Nat Commun. 2020 Oct 8;11:5079. doi: 10.1038/s41467-020-18762-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

AP-1 and TGF $\beta$  cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma

Catherine D. Yao<sup>1</sup>, Daniel Haensel<sup>1</sup>, Sadhana Gaddam<sup>1</sup>, Tiffany Patel<sup>1</sup>, Scott X. Atwood<sup>1,2</sup>, Kavita Y. Sarin<sup>1</sup>, Ramon J. Whitson<sup>1,3</sup>, Siegen McKellar<sup>1,4</sup>, Gautam Shankar<sup>1,5</sup>, Sumaira Aasi<sup>1</sup>, Kerri Rieger<sup>1</sup>, and Anthony E. Oro<sup>1,6</sup>

<sup>1</sup>Program in Epithelial Biology, Stanford University School of Medicine, Stanford, CA 94305. Current Address: <sup>2</sup>Department of Developmental and Cell Biology, University of California, Irvine; <sup>3</sup>Genomics Institute of the Novartis Research Foundation, La Jolla, CA; <sup>4</sup>University of Washington School of Medicine, Seattle, WA 98195; <sup>5</sup>Johns Hopkins School of Medicine Baltimore, MD 21287

### Supplementary Figures

**Supplementary Figure 1.** Resistant nMRTF BCC transcriptomic and chromatin accessibility profiles resemble those of hair follicle matrix transit-amplifying cells.

**Supplementary Figure 2.** LYPD3, TACSTD2, and LY6D mark the resistant nMRTF subpopulation in naïve patient BCCs.

**Supplementary Figure 3.** Coincident AP-1 and TGF $\beta$  signaling are required for BCC resistance.

**Supplementary Figure 4.** AP-1 is sufficient to drive nMRTF and non-canonical Hh signaling through transcription of RhoGEFs.

**Supplementary Figure 5.** AP-1 activity establishes the chromatin accessibility and Smad3 DNA binding profile of resistant BCC.

### Supplementary Tables

**Supplementary Table 1:** Published sources of ATAC-seq datasets used in Fig. 1c, Supplementary Fig. 1b-c.

**Supplementary Table 2:** List of mouse primer sequences used for qRT-PCR.

**Supplementary Table 3:** List of product numbers for anti-mouse siRNA oligonucleotides synthesized by the Sigma MISSION predesigned siRNA system.

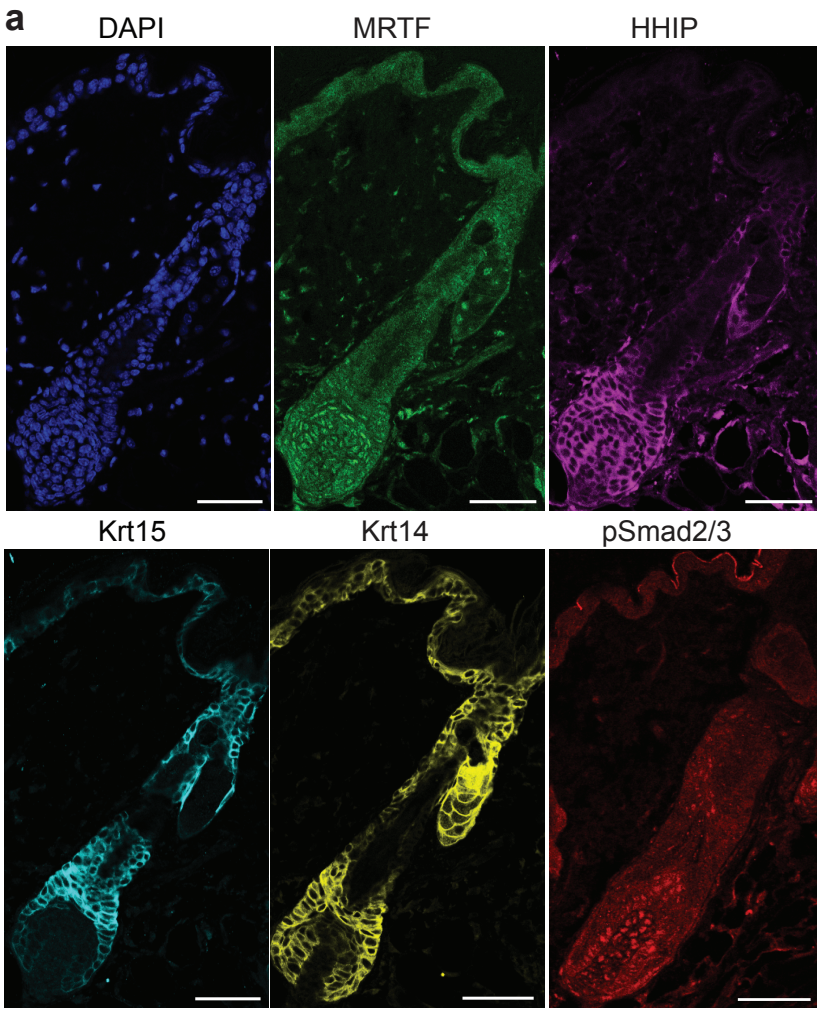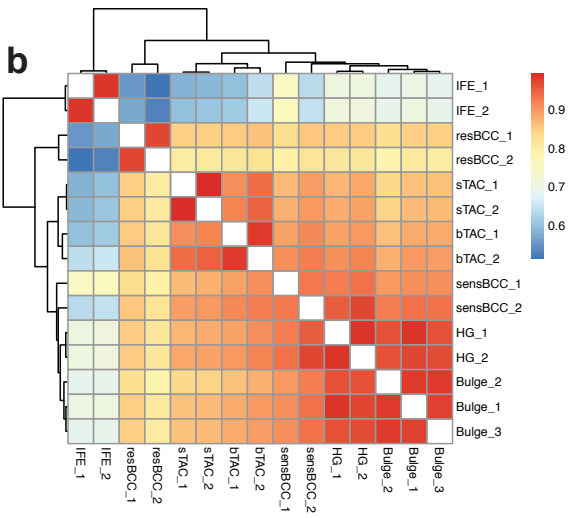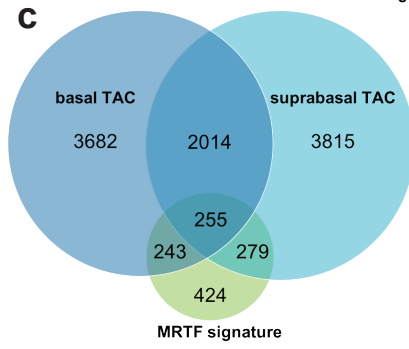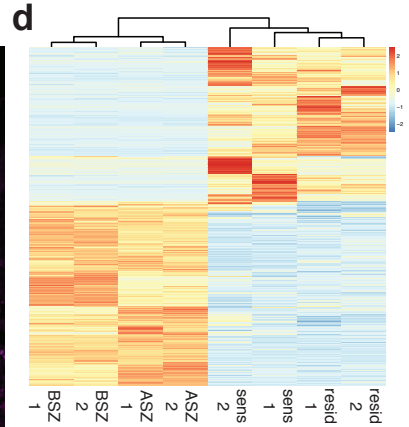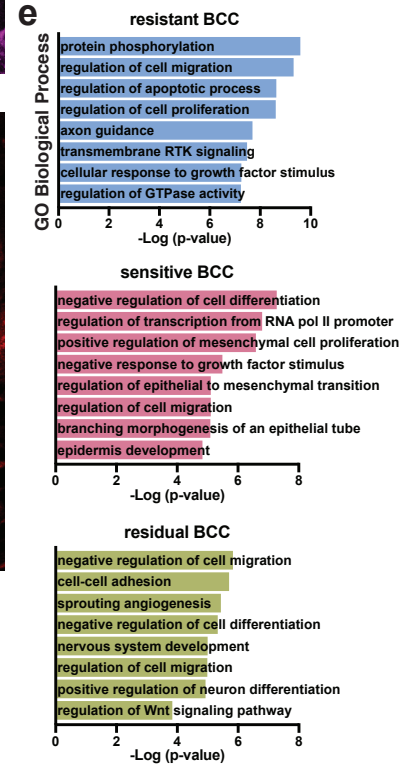

**Supplementary Figure 1.** Resistant nMRTF BCC transcriptomic and chromatin accessibility profiles resemble those of hair follicle matrix transit-amplifying cells.

- a. Larger sized image versions of Figure 1a, showing expression levels of DAPI, MRTF, HHIP, Krt15, Krt14, and pSmad2/3. Images are representative of  $n > 50$  hair follicles examined.
- b. Correlation plot of ATAC-seq profiles depicted in Figure 1c, including ASZ001 murine resistant BCC cell line (resBCC), sensitive murine BCC (sensBCC), basal transit-amplifying cells of hair follicle (bTAC), bulge hair follicle stem cells (Bulge), hair germ (HG), interfollicular epidermal stem cells (IFE), and suprabasal transit-amplifying cells of hair follicle (sTAC). See Supplementary Table 1 for data sources.
- c. Venn diagram showing overlap of target genes on the MRTF signature list (Supplementary Table 4), and genes associated with basal or suprabasal TAC-specific ATAC signals (source in Supplementary Table 1).
- d. Heatmap showing clustering of differential ATAC-seq peaks from resistant BCC cell lines (ASZ and BSZ), sensitive BCCs from *K14-creER;Ptc1<sup>fl/fl</sup>;Tp53<sup>fl/fl</sup>* mice (sens), and residual BCC after 14 days of vismodegib treatment (resid). Thresholds set at fold change  $> 3$  or  $< -3$  and FDR  $< 0.01$ . Color bar shows relative ATAC-seq signal (z-score of normalized read counts).
- e. Enriched gene ontology (GO) Biological Process terms for each population in (d). p-values calculated by Fisher exact test.

**a** 4 integrated naive huBCCs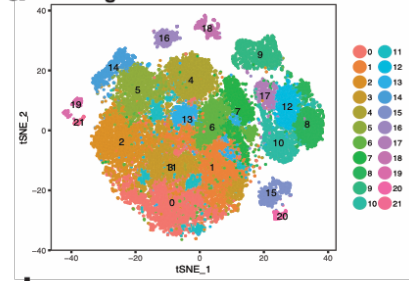**b** distribution of BCC datasets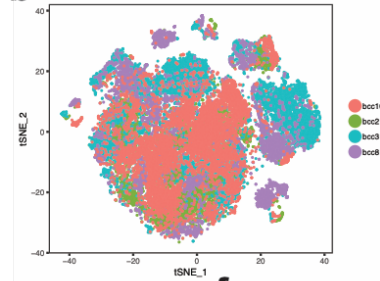**c** KRT14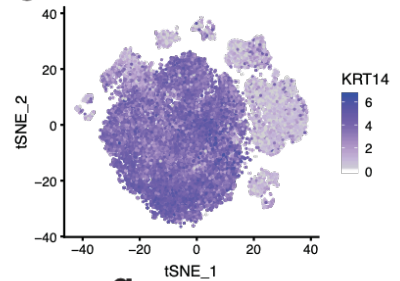**d** VIM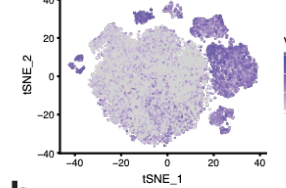**e** PTPRC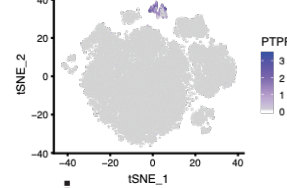**f** IVL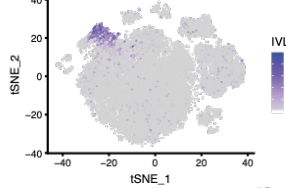**g** PECAM1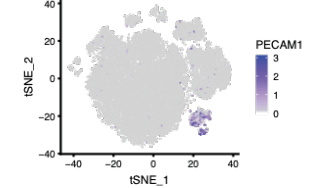**h**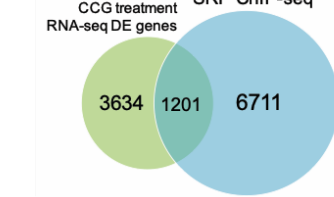**i**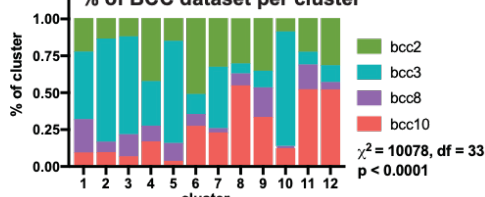**p**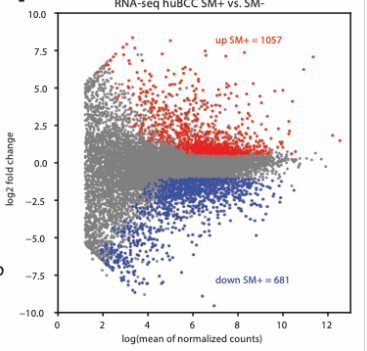**j** LYPD3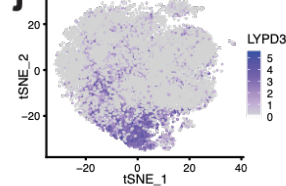**k** TACSTD2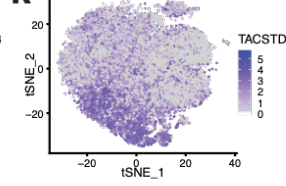**l** LY6D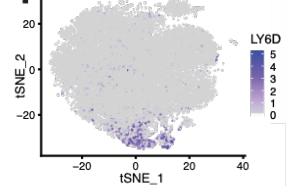**m** huBCC FACS gating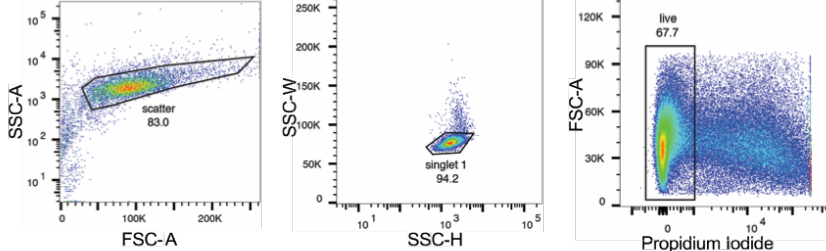**q**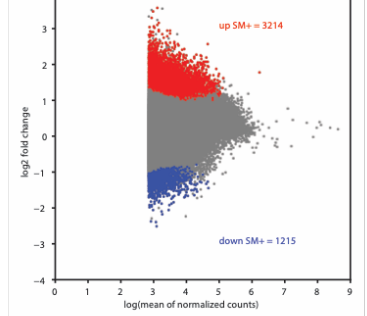**n** Gorlin syndrome BCC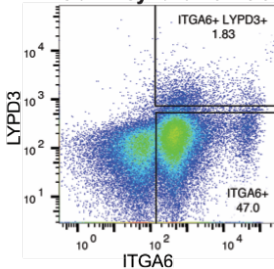**ITGA6+**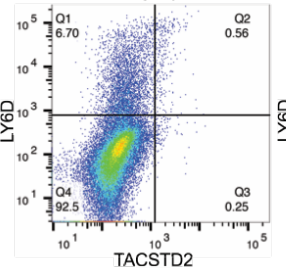**ITGA6+ LYPD3+**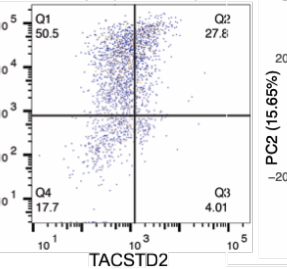**o** huBCC ATAC-seq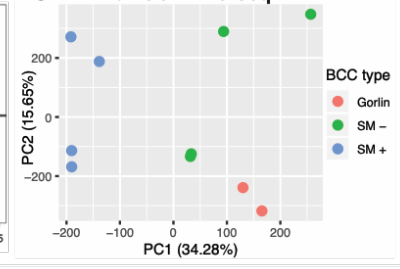

**Supplementary Figure 2.** LYPD3, TACSTD2, and LY6D mark the resistant nMRTF subpopulation in naïve patient BCCs.

- a. tSNE plot of unbiased clustering for combined scRNA-seq datasets from 4 patient BCC tumors. Clustering conducted post multi-CCA alignment.
- b. Distribution of 4 BCC datasets across clusters from (a).
- c. Expression distribution of Krt14 marking epithelial cells, vimentin marking fibroblasts (d), PTPRC marking immune cells (e), involucrin marking differentiated keratinocytes (f), and PECAM-1 marking endothelial cells (g) among BCC scRNA-seq clusters.
- h. Overlapped gene lists from previous RNA-seq (differentially expressed genes with treatment of MRTF inhibitor CCG-1423) and SRF ChIP-seq (peaks mapped to nearest gene by GREAT) conducted in resistant ASZ001 cells, used to define MRTF-active signature. See also Supplementary Table 4.
- i. % distribution of four original BCC datasets in each ranked cluster, post Krt-14 expression filtering. Chi-squared test statistic with p-value shown.
- j. Expression distribution of LYPD3, TACSTD2 (k), and LY6D(l) across scRNA-seq clusters of patient BCC tumors filtered for positive Krt14 expression.
- m. Representative FACS plots showing initial gating for sorting of naïve human BCC.
- n. Representative FACS plots showing expression of ITGA6, LYPD3, TACSTD2, and LY6D in Gorlin syndrome patient BCC.
- o. PCA plot of ATAC-seq datasets from ITGA6+ Gorlin patient BCC cells (Gorlin), naïve patient BCC ITGA6+LYPD3+TACSTD2+LY6D+/- (SM+) cells and ITGA6+LYPD3-TACSTD2-LY6D- (SM-) cells.
- p. Differential peaks from RNA-seq of human naïve BCC cells sorted SM+ vs. SM-. Significance threshold set at  $\log_2$  fold change  $> 1$  or  $< -1$ ,  $p < 0.05$ .  $n = 4$  biological replicates from 2 patients.
- q. Differential peaks from ATAC-seq of human naïve BCC cells sorted SM+ vs. SM-. Significance threshold set at  $\log_2$  fold change  $> 1$  or  $< -1$ ,  $p < 0.05$ .  $n = 4$  biological replicates from 2 patients.

**a** huBCC SM+ vs. SM-  
Activating/Repressive Function Prediction

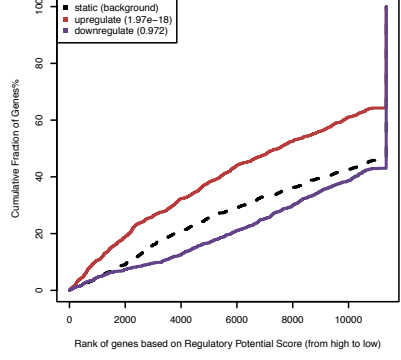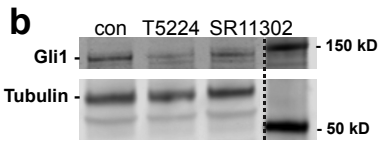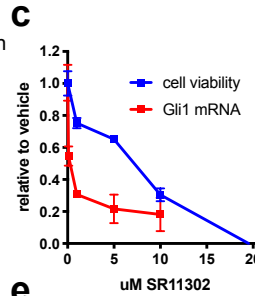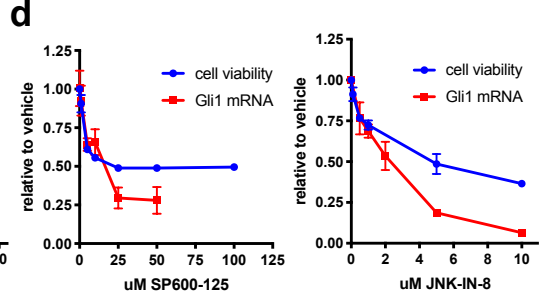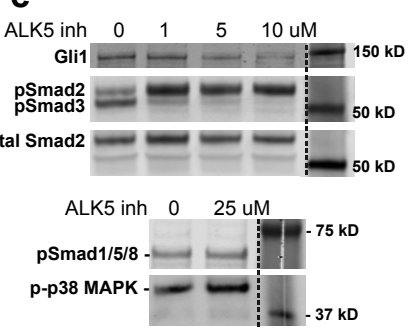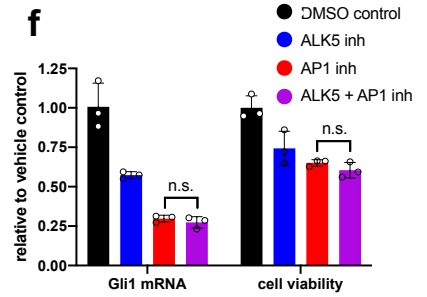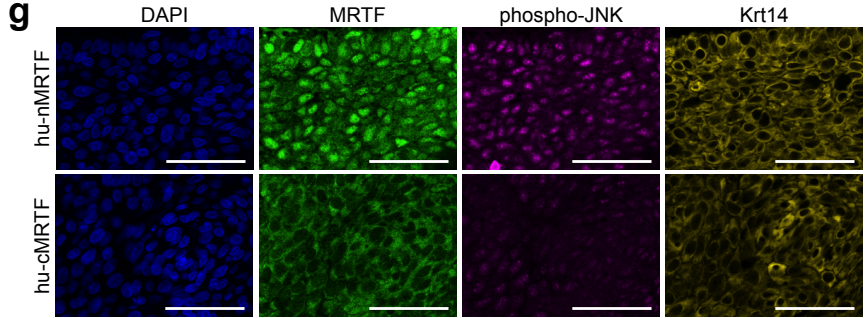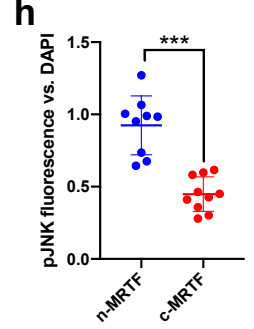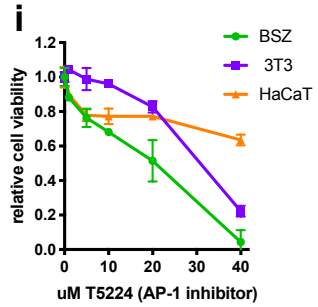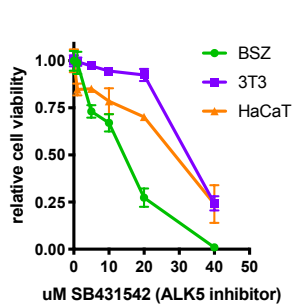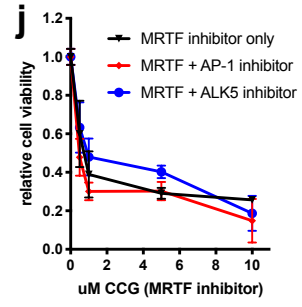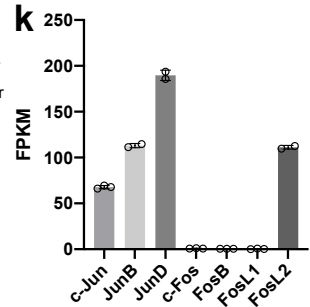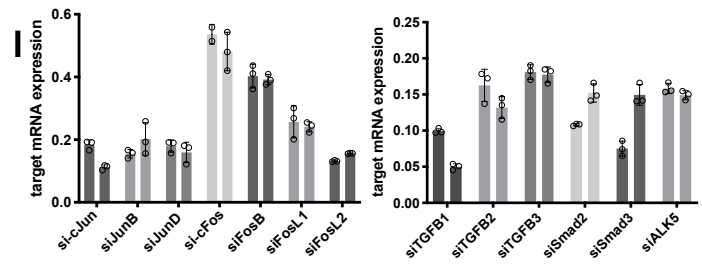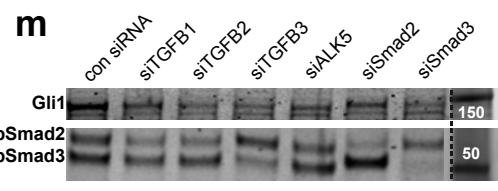

**Supplementary Figure 3.** Coincident AP-1 and TGF $\beta$  signaling are required for BCC resistance.

- a. Activating/Repressive Function prediction graph from BETA integration of upregulated ATAC-seq peaks and RNA-seq differential expression analysis in sorted patient BCC SM+ vs. SM- cells.
- b. Western blot of ASZ001 cells after 24-hour treatment of AP-1 inhibitors 20  $\mu$ M T5224 or 5  $\mu$ M SR11302.
- c. *Gli1* qRT-PCR and MTS cell viability assay of ASZ001 cells treated with AP-1 inhibitor SR11302.
- d. *Gli1* qRT-PCR and MTS cell viability assays of ASZ001 cells treated with JNK inhibitors SP600-125 or JNK-IN-8.
- e. Western blot of ASZ001 cells after 24-hour treatment of 1, 5, 10, or 25  $\mu$ M of ALK5 inhibitor SB431542.
- f. *Gli1* qRT-PCR and MTS cell viability assays of ASZ001 cells treated with 10  $\mu$ M of ALK5 inhibitor SB431542, AP-1 inhibitor T5224, or both.
- g. Representative IF images of phospho-JNK in human BCCs with nuclear or cytoplasmic MRTF.
- h. Quantification of fluorescence intensity of phospho-JNK vs. DAPI in (g). Each point represents mean pixel intensity, normalized to mean DAPI intensity, averaged over at least three 100x100 micron microscopy fields. \*\*\* =  $p < 0.0001$ .
- i. MTS cell viability assays of BSZ, 3T3, or HaCaT cells treated with T5224 or SB431542 for 72 hours.
- j. MTS cell viability assay of ASZ001 cells treated with increasing doses of CCG only for 72 hours, or CCG + 10  $\mu$ M SB431542 or 10  $\mu$ M T5224.
- k. FPKM values of AP-1 subunit mRNA expression in ASZ001 cells.
- l. Validation of siRNAs in ASZ001 cells with target gene qRT-PCR. Each pair of matching-colored bars represents two distinct siRNA oligos per target gene. Open circles on all bar graphs represent biological replicates. All error bars represent mean  $\pm$  SD. P-values calculated by unpaired, two-tailed Student's t-test.
- m. Western blot of ASZ001 cells transfected with TGFB family siRNAs for 48 hours. All western blot images are representative of at least three independent experiments, with far-right columns showing molecular weight markers.

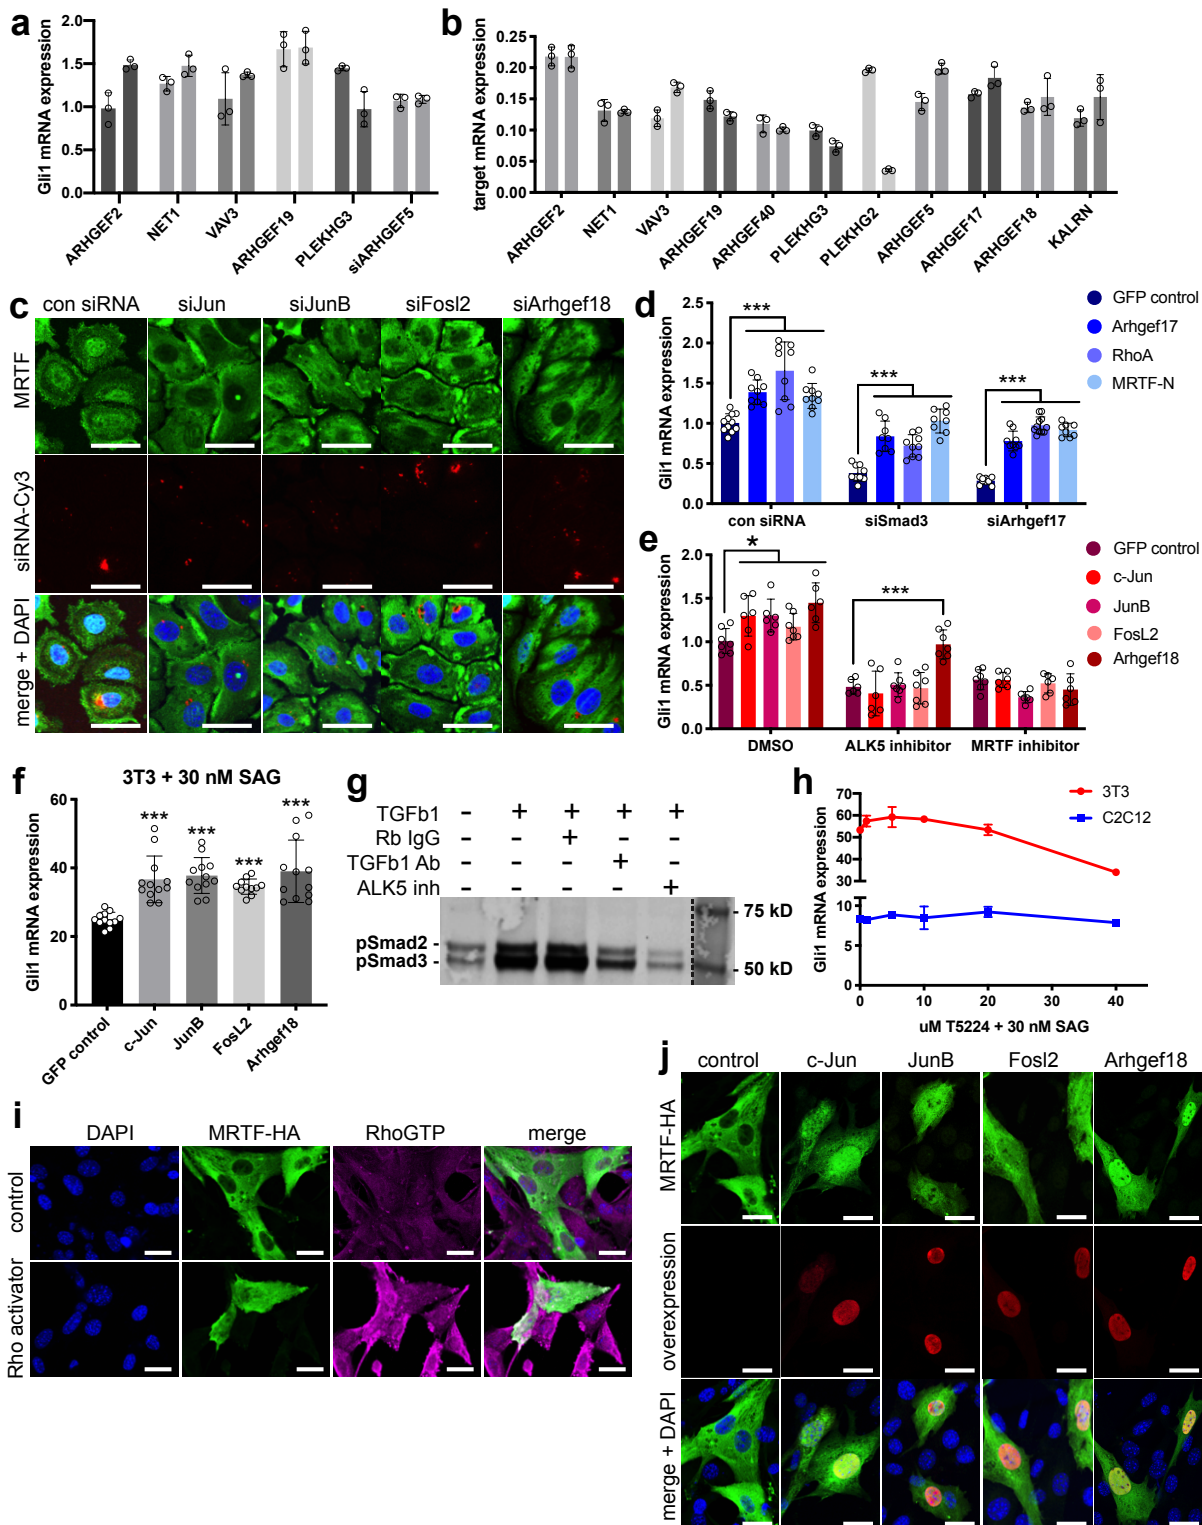

**Supplementary Figure 4.** AP-1 is sufficient to drive nMRTF and non-canonical Hh signaling through transcription of RhoGEFs.

- a. *Gli1* qRT-PCR of ASZ001 cells transfected with siRNAs targeted selected GEFs.
- b. Validation of GEF siRNAs in ASZ001 cells with target gene qRT-PCR. Each pair of matching-colored bars represents two distinct siRNA oligos per target gene.
- c. IF of MRTF expression in ASZ001 cells transfected with Cy-3 conjugated siRNAs against AP-1 family members and Arhgef18.
- d. Epistatic studies measured by *Gli1* qRT-PCR of ASZ001 cells transfected with siRNAs and overexpression constructs. \*\*\* =  $p < 0.0001$ .
- e. Epistatic studies measured by *Gli1* qRT-PCR of ASZ001 cells transfected with AP-1 subunit and Arhgef18 overexpression constructs and treated with inhibitors. \* =  $p < 0.05$ , \*\*\* =  $p < 0.0001$ .
- f. *Gli1* qRT-PCR of NIH-3T3 cells transiently transfected with AP-1 subunit and Arhgef18 overexpression constructs. \*\*\* =  $p < 0.0001$ . Open circles on all bar graphs represent biological replicates. All error bars represent mean  $\pm$  SD. P-values calculated by unpaired, two-tailed Student's t-test.
- g. Western blot of phosphorylated Smad2 and Smad3 protein levels in 3T3 cells stimulated with 1 ng/ml of TGFB1 protein and/or control IgG, anti-TGFB1 antibody, or 10  $\mu$ M ALK5 inhibitor SB431542. Image representative of at least three independent experiments. Molecular weight markers shown on far right column.
- h. *Gli1* qRT-PCR of 3T3 and C2C12 cells treated with 30 nM SAG and increasing doses of AP-1 inhibitor T5224.
- i. IF of MRTF localization and RhoGTP levels in 3T3s treated with 1  $\mu$ g/ml of Rho Activator II for 4 hours.
- j. IF of MRTF localization in 3T3s transfected with HA-tagged MRTF and AP-1 subunit or Arhgef18 overexpression constructs. All IF images are representative of  $n > 50$  cells.

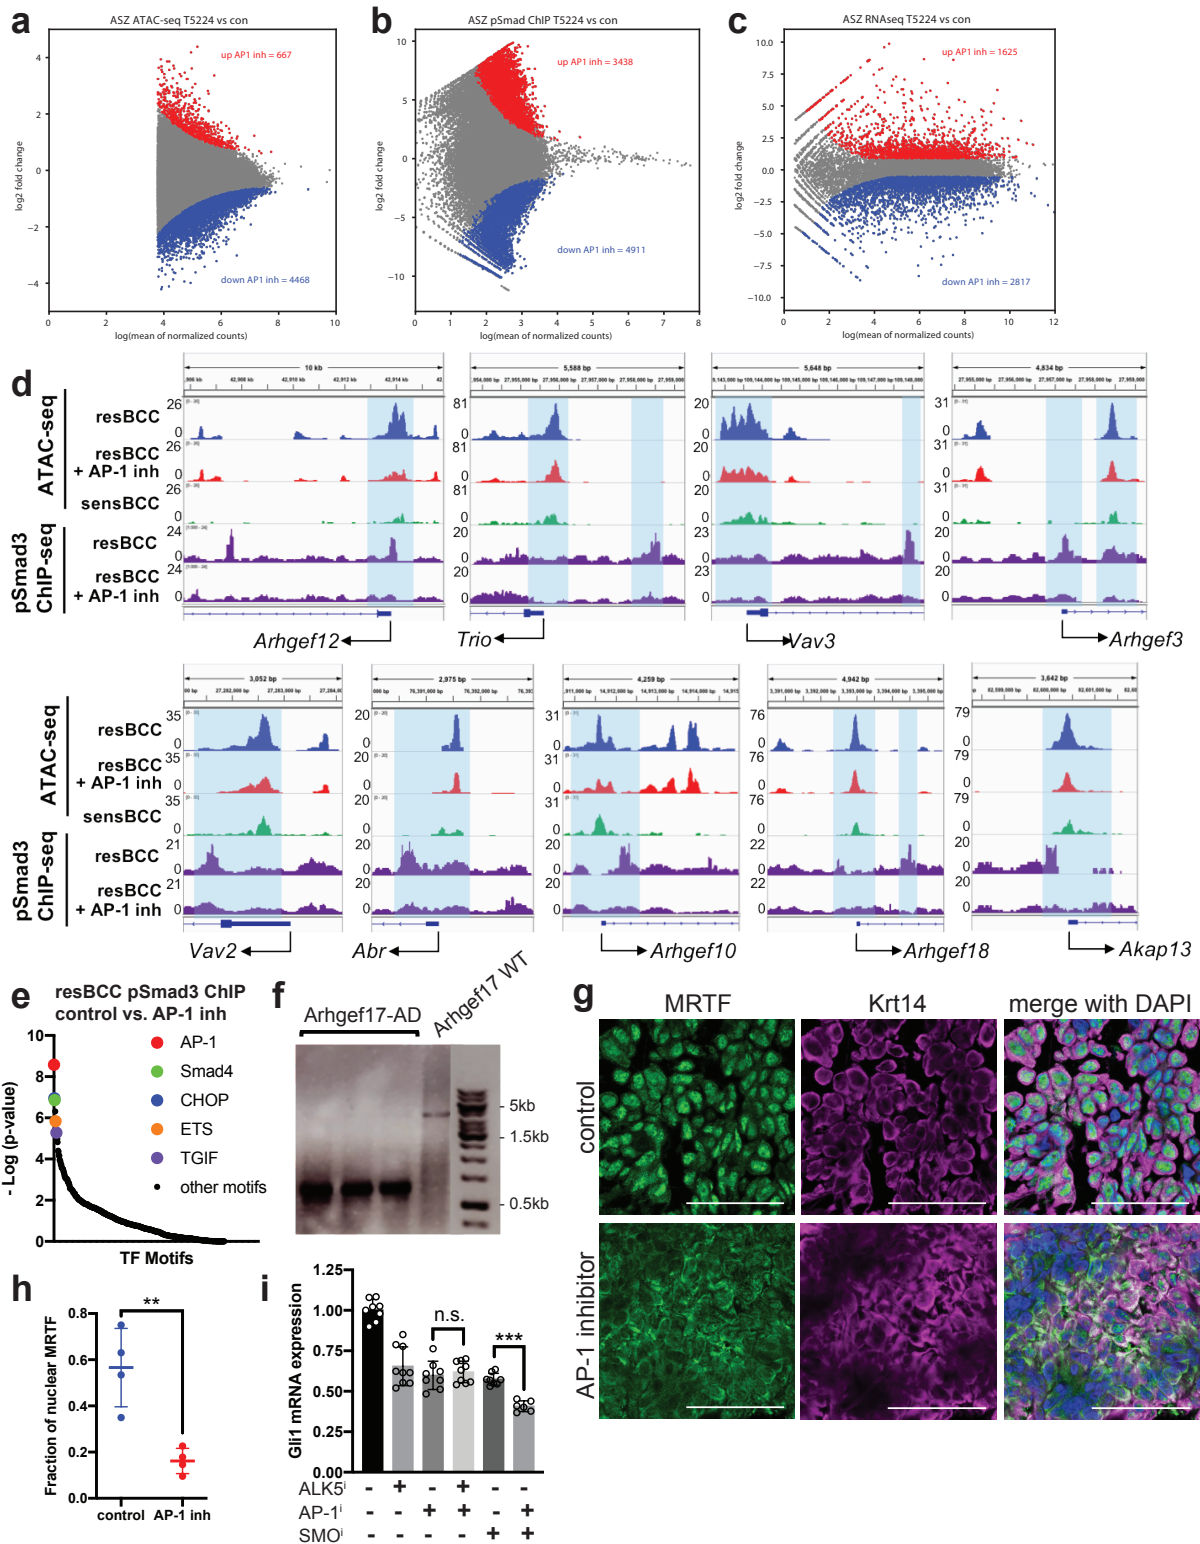

**Supplementary Figure 5.** AP-1 activity establishes the chromatin accessibility and Smad3 DNA binding profile of resistant BCC.

- a. Differential peaks from ATAC-seq of resistant ASZ cells treated with 20  $\mu$ M AP-1 inhibitor T-5224 for 24 hours. Significance threshold for (a)-(c) set at  $\log_2$  fold change  $> 1$  or  $< -1$ ,  $p < 0.05$ .
- b. Differential peaks from pSmad3 ChIP-seq of ASZ cells treated with 20  $\mu$ M AP-1 inhibitor T-5224 for 24 hours.
- c. 

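After 24 h of T-5224, 1144 of the 10809 genes tested were down and 1121 were up. In 2263 of these 2265 genes both T-5224 libraries lay on the same side of both DMSO libraries. An unadjusted p under 0.05 gave the same counts. With no limit on the fold change, 4260 genes were lower and 4356 were higher at an adjusted p under 0.05 (limma). The interquartile range of the log2 fold changes was 1.00, against 0.283 with SB431542.

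The largest falls were in Ackr3 (log2 fold change −5.93), Adamtsl4 (−5.55), Sostdc1 (−5.51), Fam180a (−5.41) and Ndufa4l2 (−5.02). Ndufa4l2 was at 40.7 ± 28.4 RPKM (SD, n = 2) in DMSO, so its fold change ranged from −5.79 to −4.25 with a library left out. The largest rises were in Car6 (7.14), Trib3 (6.15), Il23a (5.82), Etv5 (5.36) and the AP-1 subunit Fosl1 (5.25). Their adjusted p-values lay between 2.73e-13 for Car6 and 9.53e-08 for Ndufa4l2 (limma). Trib3 rose from 7.14 ± 1.18 RPKM (SD, n = 2) to 539 ± 11.6 RPKM (SD, n = 2). Fos rose by a log2 fold change of 2.74 (standard error 0.10, adjusted p = 6.17e-10), and Fosl2 was lower by −0.99 (standard error 0.05, adjusted p = 1.11e-08), just short of the limit. Fosl2 passed it without DMSO replicate 1 (−1.00), without T-5224 replicate 1 (−1.01) and under quantile normalization (−1.06).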

Differential gene expression from RNAseq of ASZ cells treated with 20  $\mu$ M AP-1 inhibitor T-5224 for 24 hours.
- d. Representative ATAC-seq and pSmad3 ChIP-seq tracks at RhoGEF loci, visualized in IGV.
- e. Transcription factor motifs enriched at resistant ASZ001 Smad3 binding peaks, which are downregulated with AP-1 inhibition ( $\log_2$  fold change  $< -1$ ,  $p < 0.05$ ).
- f. Image of agarose gel of PCR products confirming deletion from three separate ASZ001 cell lines generated by CRISPR-Cas9 targeting the first intron of *Arhgef17*, named Arhgef17 ATAC-peak deletion (Arhgef17 AD).
- g. Representative IF images of MRTF and Krt14 staining in naïve patient BCC explants treated with DMSO control or 10  $\mu$ M AP-1 inhibitor SR11302 for 24 hours. Scale bar = 50  $\mu$ m.
- h. Quantification of cells in (g) containing nuclear MRTF in naïve patient BCC explants treated with DMSO control or AP-1 inhibitor. Each point represents fraction of MRTF-nuclear cells out of all Krt-14 positive cells from one tumor sample, averaged over at least three 300 x 300  $\mu$ m microscopy fields. \*\* =  $p = 0.0039$ .
- i. qRT-PCR of Gli1 mRNA expression in naïve patient BCC explants after 24 hour treatment with DMSO control, 40  $\mu$ M ALK5 inhibitor SB431542, 10  $\mu$ M AP-1 inhibitor SR11302, 1  $\mu$ M SMO inhibitor vismodegib, or combinations. \*\*\* =  $p < 0.0001$ , calculated using unpaired, two-tailed Student's t-test. Open circles represent biological replicates. All error bars represent mean  $\pm$  SD.

| Sample name    | Source                                                                                                                                                                                      | SRA #s                   |
|----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------|
| sens-BCC       | Biehs et. al (2018). A cell identity switch allows residual BCC to survive Hedgehog pathway inhibition. <i>Nature</i> , 562(7727), 429–433                                                  | SRR7511801<br>SRR7511804 |
| resid-BCC      | Biehs et. al (2018). A cell identity switch allows residual BCC to survive Hedgehog pathway inhibition. <i>Nature</i> , 562(7727), 429–433                                                  | SRR7511807<br>SRR7511808 |
| basal TAC      | Adam, R. et. al (2018). Temporal Layering of Signaling Effectors Drives Chromatin Remodeling during Hair Follicle Stem Cell Lineage Progression. <i>Cell Stem Cell</i> , 22(3), 398-413.e7. | SRR5808767<br>SRR5808768 |
| suprabasal TAC | Adam, R. et. al (2018). Temporal Layering of Signaling Effectors Drives Chromatin Remodeling during Hair Follicle Stem Cell Lineage Progression. <i>Cell Stem Cell</i> , 22(3), 398-413.e7. | SRR5808769<br>SRR5808770 |
| Hair Germ      | Adam, R. et. al (2018). Temporal Layering of Signaling Effectors Drives Chromatin Remodeling during Hair Follicle Stem Cell Lineage Progression. <i>Cell Stem Cell</i> , 22(3), 398-413.e7. | SRR5808765<br>SRR5808766 |
| Bulge          | Adam, R. et. al (2018). Temporal Layering of Signaling Effectors Drives Chromatin Remodeling during Hair Follicle Stem Cell Lineage Progression. <i>Cell Stem Cell</i> , 22(3), 398-413.e7. | SRR5808763<br>SRR5808764 |
| Bulge          | Ge, Y. et. al (2017). Stem Cell Lineage Infidelity Drives Wound Repair and Cancer. <i>Cell</i> , 169(4), 636-650.e14.                                                                       | SRR5027055<br>SRR5027054 |
| IFE            | Ge, Y. et. al (2017). Stem Cell Lineage Infidelity Drives Wound Repair and Cancer. <i>Cell</i> , 169(4), 636-650.e14.                                                                       | SRR5027052<br>SRR5027053 |

**Supplementary Table 1:** Published sources of ATAC-seq datasets used in Fig. 1c, Supplementary Fig. 1b-c.

| Target Gene     | Forward sequence        | Reverse sequence        |
|-----------------|-------------------------|-------------------------|
| <i>Arhgef17</i> | GTCTGGACGACGACTCCAC     | CCCACGAAACTCTGTCTGGG    |
| <i>Arhgef18</i> | ATGAAGCTGACTCCGTGTTTTT  | TCAGTGAAGCAATGTAAGGGTC  |
| <i>Arhgef19</i> | GTCGCCCAGTAGCTGTGTG     | CCTCTGGAGCAATGGGAAAGA   |
| <i>Arhgef2</i>  | TGATGACAGATGTGCTCGTGT   | GCTTGTCCAGAGACGTGAAAAT  |
| <i>Arhgef40</i> | GCCCGTAAGAGCACTGGAG     | CCCTGAAGGTGAGTCGGAAG    |
| <i>Arhgef5</i>  | GTCAGAAGCATCTTACCTGCG   | CGAGAGAAGAGCCACTGATGAT  |
| <i>Ect2</i>     | AACTTGTGCTTGGCGTCTACT   | TTCCTCCGATTTTCCAGGACA   |
| <i>Fos</i>      | CGGGTTTCAACGCCGACTA     | TTGGCACTAGAGACGGACAGA   |
| <i>FosB</i>     | TTTTCCCGGAGACTACGACTC   | GTGATTGCGGTGACCGTTG     |
| <i>Fosl1</i>    | ATGTACCGAGACTACGGGGAA   | CTGCTGCTGTTCGATGCTTG    |
| <i>Fosl2</i>    | CCAGCAGAAGTTCCGGGTAG    | GTAGGGATGTGAGCGTGGATA   |
| <i>Gli1</i>     | CCAAGCCAACTTTATGTCAGGG  | AGCCCGCTTCTTTGTTAATTTGA |
| <i>Jun</i>      | CCTTCTACGACGATGCCCTC    | GGTTCAAGGTCATGCTCTGTTT  |
| <i>JunB</i>     | TCACGACGACTCTTACGCAG    | CCTTGAGACCCCGATAGGGA    |
| <i>JunD</i>     | GAAACGCCCTTCTATGGCGA    | CAGCGCGTCTTTCTTCAGC     |
| <i>Kalrn</i>    | CCGACTCTTGGACTACCTTATGA | CGACCCTACAGTTGTGCAG     |
| <i>Net1</i>     | CGGCGAACGAGAGATGCTC     | CTCCTTCAAATCAAGGCTGCTA  |
| <i>Plekhg2</i>  | GAATCCAGGGTTTCGGTGAAAC  | AATCTTCGCTTCTTTGCACGA   |
| <i>Plekhg3</i>  | AGGTTGAGACAGATCCTGAGC   | GGGTTGTCCACTCCTAGCAG    |
| <i>Serpine1</i> | TTCAGCCCTTGCTTGCCCTC    | ACACTTTTACTCCGAAGTCGGT  |
| <i>Smad2</i>    | ATGTCGTCCATCTTGCCATTC   | AACCGTCCTGTTTTCTTTAGCTT |
| <i>Smad3</i>    | CATTCCATTCCCGAGAACTAA   | GCTGTGGTTCATCTGGTGGT    |
| <i>Spata13</i>  | GTTAGGCTTCGAGTCAATCAGG  | ATGACGTTGGTCCGCATCTG    |
| <i>Tgfb1</i>    | CTCCCGTGGCTTCTAGTGC     | GCCTTAGTTTGGACAGGATCTG  |
| <i>Tgfb2</i>    | CTTCGACGTGACAGACGCT     | GCAGGGGCAGTGTAACCTTATT  |
| <i>Tgfb3</i>    | CCTGGCCCTGCTGAACTTG     | TTGATGTGGCCGAAGTCCAAC   |
| <i>Tgfbr1</i>   | TCTGCATTGCACTTATGCTGA   | AAAGGGCGATCTAGTGATGGA   |
| <i>Vav3</i>     | CCTGCTGCGATACCTTTGGAA   | GTGTTTCGGGATAGCCGAGATA  |

**Supplementary Table 2:** List of mouse primer sequences used for qRT-PCR.

| <b>Target Gene</b> | <b>Set 1</b>       | <b>Set 2</b>       | <b>Set 3</b>       |
|--------------------|--------------------|--------------------|--------------------|
| <i>Arhgef17</i>    | SASI_Mm02_00295341 | SASI_Mm02_00295342 | SASI_Mm02_00295343 |
| <i>Arhgef18</i>    | SASI_Mm01_00196299 | SASI_Mm01_00196300 | SASI_Mm02_00339079 |
| <i>Arhgef19</i>    | SASI_Mm01_00059936 | SASI_Mm01_00059937 | SASI_Mm01_00059938 |
| <i>Arhgef2</i>     | SASI_Mm01_00087177 | SASI_Mm02_00314012 | SASI_Mm01_00087179 |
| <i>Arhgef40</i>    | SASI_Mm01_00026546 | SASI_Mm02_00350899 | SASI_Mm01_00026547 |
| <i>Arhgef5</i>     | SASI_Mm02_00338623 | SASI_Mm02_00338624 | SASI_Mm02_00338625 |
| <i>Ect2</i>        | SASI_Mm01_00046597 | SASI_Mm01_00046599 | SASI_Mm01_00046600 |
| <i>Fos</i>         | SASI_Mm01_00192758 | SASI_Mm01_00192759 | SASI_Mm01_00192760 |
| <i>FosB</i>        | SASI_Mm01_00145146 | SASI_Mm01_00145147 | SASI_Mm01_00145148 |
| <i>Fosl1</i>       | SASI_Mm01_00062525 | SASI_Mm01_00062526 | SASI_Mm02_00318095 |
| <i>Fosl2</i>       | SASI_Mm01_00201000 | SASI_Mm01_00201001 | SASI_Mm01_00201002 |
| <i>Jun</i>         | SASI_Mm01_00046356 | SASI_Mm01_00046357 | SASI_Mm01_00046358 |
| <i>JunB</i>        | SASI_Mm01_00103237 | SASI_Mm01_00103243 | SASI_Mm02_00313865 |
| <i>JunD</i>        | SASI_Mm02_00318898 | SASI_Mm01_00184444 | SASI_Mm01_00184443 |
| <i>Kalrn</i>       | SASI_Mm02_00355143 | SASI_Mm02_00355144 | SASI_Mm02_00355145 |
| <i>Net1</i>        | SASI_Mm02_00291891 | SASI_Mm02_00291892 | SASI_Mm02_00291893 |
| <i>Plekhg2</i>     | SASI_Mm02_00299961 | SASI_Mm02_00299962 | SASI_Mm02_00299963 |
| <i>Plekhg3</i>     | SASI_Mm01_00164131 | SASI_Mm01_00164132 | SASI_Mm01_00164133 |
| <i>Smad2</i>       | SASI_Mm01_00022386 | SASI_Mm01_00022387 | SASI_Mm01_00022388 |
| <i>Smad3</i>       | SASI_Mm02_00323533 | SASI_Mm01_00153031 | SASI_Mm01_00153032 |
| <i>Spata13</i>     | SASI_Mm01_00233354 | SASI_Mm01_00233355 | SASI_Mm02_00430211 |
| <i>Tgfb1</i>       | SASI_Mm01_00114870 | SASI_Mm02_00320969 | SASI_Mm01_00114871 |
| <i>Tgfb2</i>       | SASI_Mm01_00038392 | SASI_Mm01_00038393 | SASI_Mm01_00038394 |
| <i>Tgfb3</i>       | SASI_Mm02_00315974 | SASI_Mm01_00180187 | SASI_Mm01_00180188 |
| <i>Tgfbr1</i>      | SASI_Mm01_00169048 | SASI_Mm01_00169049 | SASI_Mm01_00169050 |
| <i>Vav3</i>        | SASI_Mm01_00042662 | SASI_Mm01_00042663 | SASI_Mm01_00042664 |

**Supplementary Table 3:** List of product numbers for anti-mouse siRNA oligonucleotides synthesized by the Sigma MISSION predesigned siRNA system.

# Supplementary material for: AP-1 and TGFß cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma
**Source:** Nat Commun. 2020 Oct 8;11:5079. doi: 10.1038/s41467-020-18762-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Title: Supplementary Data 1

Description: List of MRTF signature genes generated by intersection of SRF target genes by ChIP-seq and genes downregulated with MRTF inhibition by RNA-seq ( $\log_2FC < -1$  and  $p < 0.05$ ) in resistant BCC cells. Used in Fig. 2 and Supplementary Fig. 2.

### Title: Supplementary Data 2

Description: Intersection of genes downregulated by RNA-seq in resistant BCC cells after treatment with AP-1 inhibitor and ALK5 inhibitor, used in Fig. 4. 

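The copy of Supplementary Data 2 used here holds 660 gene names, fewer than the overlap drawn in Fig. 4b, so it was tallied and not tested. All 660 names are in both RPKM tables, and 550 were expressed highly enough to be tested in both. Of these, 545 were lower with both inhibitors. The paper chose the list from the RNA-seq of these treatments, so this count is not independent evidence. With SB431542, 565 genes of the list were tested. Their median log2 fold change was −0.47, with the middle of the distribution between −0.67 and −0.35 (quartiles), and 51 of them were down more than 2-fold at an adjusted p under 0.05 (limma). With T-5224, 587 were tested, with a median of −1.31 and quartiles of −1.99 and −0.91, and 396 were down more than 2-fold. Without a pseudocount, the ratio of mean RPKM was under 0.5 for 20.0% of the list with SB431542 and for 76.1% with T-5224. Of the 50 genes called down with both inhibitors here, 48 are in the list. The other 2 are Igtp and Tmem238l, named here after their values were seen.

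The list holds 13 of the 68 Dbl family RhoGEFs, of which Kalrn was expressed too weakly to be tested. The 5 genes that were not lower with both inhibitors are all RhoGEFs. Net1 had log2 fold changes of 0.30 with SB431542 (adjusted p = 0.0140, limma) and −0.18 with T-5224 (adjusted p = 0.0210), and Vav3 had 0.30 (adjusted p = 0.0643) and −0.18 (adjusted p = 0.0437). Arhgef2 had −0.11 (adjusted p = 0.401) and 1.32 (adjusted p = 4.20e-09). Arhgef5 had −0.18 (adjusted p = 0.0833) and 0.63 (adjusted p = 7.93e-07), and Plekhg3 had −0.01 (adjusted p = 0.947) and 0.21 (adjusted p = 0.0251). With a library left out, the adjusted p reached 0.0663 for Net1 with SB431542, and with T-5224 0.187 for Net1, 0.253 for Vav3 and 0.198 for Plekhg3.

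**Figure D4:**
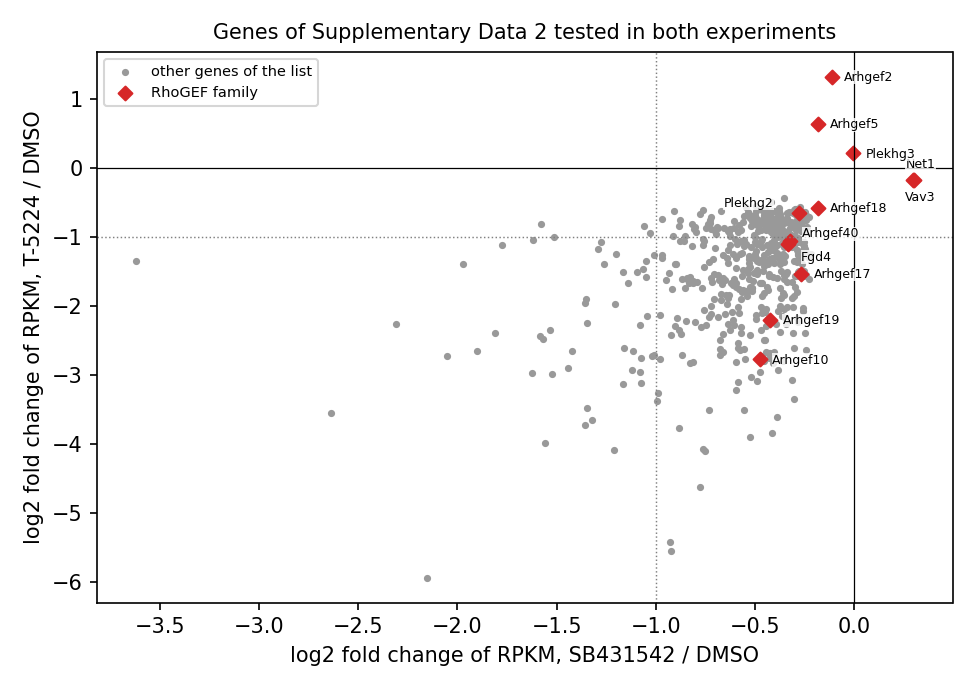
Log2 fold change with SB431542 (x axis) and T-5224 (y axis) of the 550 genes of Supplementary Data 2 tested in both experiments. Red diamonds are RhoGEFs and dotted lines mark a 2-fold fall; 545 genes lie below and to the left of the solid lines at 0, and the 5 that do not are RhoGEFs.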

Significance cutoffs of  $\log_2FC < -1$  and adjusted p-value  $< 0.05$ .

### Title: Supplementary Data 3

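For genes that lose expression with AP-1 inhibition, the T-5224 libraries can be compared with the 810 names of Supplementary Data 3, of which 809 are in the RPKM table and 700 could be tested. Of these, 697 were lower with T-5224, each at an adjusted p under 0.05 (limma), and 366 of them fell more than 2-fold. The paper chose the list partly from these libraries, so these counts are not independent evidence. The median log2 fold change was −1.03, with quartiles of −1.57 and −0.77. The 3 genes of the list that were higher were Arhgef3, Trio and Dalrd3. Dalrd3, named after its value was seen, had a log2 fold change of 0.21 (adjusted p = 0.0783). With SB431542, where 707 of the names were tested, 508 were lower and 199 higher, with a median of −0.14. The list holds 18 of the 68 Dbl family RhoGEFs. The ATAC-seq and ChIP-seq parts of the intersection were not examined.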

Description: Intersection of genes that are downregulated with AP-1 inhibition ( $\log_2FC < -1$  and  $p < 0.05$ ) in resistant BCC cells as measured by RNA-seq, ATAC-seq, and pSmad3 ChIP-seq. Used in Figure 6 and Supplementary Figure 5.

# Supplementary material for: AP-1 and TGFß cooperativity drives non-canonical Hedgehog signaling in resistant basal cell carcinoma
**Source:** Nat Commun. 2020 Oct 8;11:5079. doi: 10.1038/s41467-020-18762-5
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Commercial/open source software used for data collection include MxPro v4.1, BD FACSDiva 8.0.1, Leica LAS X v3.7.2, Illumina HiSeq v2.2 and Nextseq System Suite v2.2.0, Softmax Pro 7.1, and LI-COR Image Studio v3.1.                                                                                                                                           |
| Data analysis   | Commercial/open source software used for data analysis include Graphpad Prism 8.0, ImageJ v2.0.0, 10X Genomics Cell Ranger 2.1.1, R v3.4.4, Seurat v2.3.4, TopHat 2.1.1, Homer v4.10, DESeq2, Enrichr, GSEA v3.0, Bowtie 1.1.2, Samtools v0.1.18, MACS2 v2.2.5, GREAT v4.0.4, IGV v2.7, Java Treeview 1.1.6, FlowJo v10.6, BETA v1.0.0, and Image Studio Lite 4.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data generated for this manuscript are available in the Gene Expression Omnibus using GEO accession numbers GSE142469 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142469>] and GSE141526 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141526>]. Previously published sequencing datasets used for analysis for this manuscript are available in the Gene Expression Omnibus using GEO accession numbers GSE100876 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100876>], GSE116966 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116966>], and GSE89928 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89928>]. In addition, we utilized GRCh38 and mm9 reference genomes.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen for at least n = 3 biological replicates. Exact sample sizes are noted in the Methods section. No sample size calculation was performed. Enough replicates were provided to allow for p-value calculations.      |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                  |
| Replication     | Experiments were repeated at least 3 times independently. When possible, alternative methods (different inhibitors, siRNA oligo sequences, etc) were used to confirm specificity of effects. All attempts at replication were successful. |
| Randomization   | Samples were randomly distributed into treatment or control groups and experiments were carried out in parallel.                                                                                                                          |
| Blinding        | Investigator was not blinded to group allocation because the same investigator conducted data collection as well as analysis.                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Krt14 (BioLegend SIG-3476-100), anti-MKL1/MRTF (Novus NBP1-88498), anti-HHIP (Santa Cruz Technologies sc-293265), anti Krt15 (Origene BP5077), anti phospho-Smad2/3 (Abcam ab52903), anti-Ki-67 (Invitrogen MA5-14520), anti-LYPD3 (R&D Systems AF5567), anti-TACSTD2/Trop2 (abcam ab214488), anti-LY6D (Proteintech 17361-1-AP), anti-Arhgef17 (Lifespan Biosciences LS-C385259), anti-phosphoJNK (Invitrogen PA1-9594), and anti-HA tag (abcam ab130275), anti-goat Alexa Fluor 488 (Life Technologies, A-11055), anti-mouse Alexa Fluor 488 (Life Technologies, A-21202), anti-rabbit Alexa Fluor 555 (Life Technologies, A-31572), anti-mouse Alexa Fluor 594 (Life Technologies, A-21203), anti-guinea pig Alexa Fluor 594 (Life Technologies A-11076), and anti-chicken Alexa Fluor 647 (Jackson Immuno Research, 703-606-155), anti-LYPD3 (Sino Biological 11836-R213-P), anti-Trop2/TACSTD2 (R&D systems FAB650-V), anti-LY6D (E48, courtesy of Dr. Ruud Brakenhoff), and anti-CD49f/ItgA6 (Millipore MAB1378), GLI1 (Cell Signaling, 2534), !-tubulin (Developmental Studies Hybridoma Bank, E7), phospho-Smad2/3 (Abcam ab52903), Smad2 (BD Biosciences 610842), phospho-p38 MAPK (Cell Signaling, 4511), phospho-Smad1/5/8 (Cell Signaling, 9511). |
| Validation      | anti-Krt14 (BioLegend SIG-3476-100): <a href="https://www.biolegend.com/en-us/products/keratin-14-polyclonal-chicken-antibody-purified-10954">https://www.biolegend.com/en-us/products/keratin-14-polyclonal-chicken-antibody-purified-10954</a> . Citation: Papafiotiou G, et al. 2016. Nat Commun. 7:11914. Control tested for immunohistochemical staining.<br><br>anti-MKL1/MRTF (Novus NBP1-88498): <a href="https://www.novusbio.com/products/mkl1-antibody_nbp1-88498">https://www.novusbio.com/products/mkl1-antibody_nbp1-88498</a> Validated through Novus 'Genetic Strategies' through knockdown. Tested for both western blotting and immunohistochemical staining.<br><br>anti-HHIP (Santa Cruz Technologies sc-293265): <a href="https://www.scbt.com/p/hhip-antibody-5d11">https://www.scbt.com/p/hhip-antibody-5d11</a> . Niu C, Chen Z, Kim KT, et al. Metformin alleviates hyperglycemia-induced endothelial impairment by downregulating autophagy via the Hedgehog pathway.                                                                                                                                                                                                                                                                    |

Autophagy. 2019;15(5):843-870. Recommended for western blotting, IP, and immunohistochemical staining.

anti Krt15 (Origene BP5077): <https://www.origene.com/catalog/antibodies/primary-antibodies/bp5077/cytokeratin-15-krt15-guinea-pig-polyclonal-antibody>. Torkamani N, Rufaut NW, Jones L, Sinclair R. Epidermal Cells Expressing Putative Cell Markers in Nonglabrous Skin Existing in Direct Proximity with the Distal End of the Arrector Pili Muscle. *Stem Cells Int.* 2016;2016:1286315. Recommended for immunohistochemical staining.

anti phospho-Smad2/3 (Abcam ab52903): <https://www.abcam.com/smad3-phospho-s423--s425-antibody-ep823y-ab52903.html>. Qu S, Yang L, Liu Z. MicroRNA-194 reduces inflammatory response and human dermal microvascular endothelial cells permeability through suppression of TGF- $\beta$ /SMAD pathway by inhibiting THBS1 in chronic idiopathic urticaria. *J Cell Biochem.* 2020;121(1):111-124. Recommended for western blot, and immunohistochemical staining.

anti-Ki-67 (Invitrogen MA5-14520): <https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SP6-Recombinant-Monoclonal/MA5-14520>. Invitrogen validation: This Antibody was verified by Cell treatment to ensure that the antibody binds to the antigen stated.

anti-LYPD3 (R&D Systems AF5567): [https://www.rndsystems.com/products/mouse-c44a-lypd3-antibody\\_af5567](https://www.rndsystems.com/products/mouse-c44a-lypd3-antibody_af5567). Jacobsen, B. and M. Ploug (2008) *Curr. Med. Chem.* 15:2559. Recommended for western blot, and immunohistochemical staining.

anti-TACSTD2/Trop2 (abcam ab214488): <https://www.abcam.com/trop2-antibody-epr20043-ab214488.html>. Hou J, Lv A, Deng Q, Zhang G, Hu X, Cui H. TROP2 promotes the proliferation and metastasis of glioblastoma cells by activating the JAK2/STAT3 signaling pathway. *Oncol Rep.* 2019;41(2):753-764. Recommended for western blot, and immunohistochemical staining.

anti-LY6D (Proteintech 17361-1-AP): <https://www.ptglab.com/products/LY6D-Antibody-17361-1-AP.htm#top>. Pepe-Mooney BJ, Dill MT, Alemany A, et al. Single-Cell Analysis of the Liver Epithelium Reveals Dynamic Heterogeneity and an Essential Role for YAP in Homeostasis and Regeneration. *Cell Stem Cell.* 2019;25(1):23-38.e8. Recommended for western blot, and immunohistochemical staining.

anti-Arhgef17 (Lifespan Biosciences LS-C385259): <https://www.lsbio.com/antibodies/arhgef17-antibody-tem4-antibody-400-480-aa-internal-elisa-if-immunofluorescence-ihc-ls-c385259/397360>. Recommended for ELISA, western blot, and immunohistochemical staining.

anti-phosphoJNK (Invitrogen PA1-9594): <https://www.thermofisher.com/antibody/product/Phospho-JNK1-JNK2-Thr183-Tyr185-Antibody-Polyclonal/PA1-9594>. Xin JL, Zhang Y, Li Y, Zhang LZ, Lin Y, Zheng LW. Protective effects of Cervus nippon Temminck velvet antler polypeptides against MPP+-induced cytotoxicity in SH-SY5Y neuroblastoma cells. *Mol Med Rep.* 2017;16(4):5143-5150. Recommended for ELISA, western blot, and immunohistochemical staining.

and anti-HA tag (abcam ab130275): <https://www.abcam.com/ha-tag-antibody-16b12-ab130275.html>. Antibody no longer available but can still access the data sheet. Recommended for IP, western blot, and immunohistochemical staining.

anti-LYPD3 (Sino Biological 11836-R213-P): <https://www.sinobiological.com/antibodies/human-lypd3-11836-r213-p>. Wang, C et al. A human monoclonal antibody blocking SARS-CoV-2 infection. *Nature Communications.* 2020. Recommended for flow cytometry.

anti-Trop2/TACSTD2 (R&D systems FAB650-V): [https://www.rndsystems.com/products/human-trop-2-alexa-fluor-405-conjugated-antibody-77220\\_fab650v](https://www.rndsystems.com/products/human-trop-2-alexa-fluor-405-conjugated-antibody-77220_fab650v). Linnenbach, A.J. et al. (1989) *Proc. Natl. Acad. Sci. USA* 86:27. Recommended for flow cytometry.

anti-LY6D (E48, courtesy of Dr. Ruud Brakenhoff): Brakenhoff RH, Gerretsen M, Knippels EM, et al. The human E48 antigen, highly homologous to the murine Ly-6 antigen ThB, is a GPI-anchored molecule apparently involved in keratinocyte cell-cell adhesion. *J Cell Biol.* 1995;129(6):1677-1689. doi:10.1083/jcb.129.6.1677

anti-CD49f/Itga6 (Millipore MAB1378): [https://www.emdmillipore.com/US/en/product/Anti-Integrin-6-Antibody-clone-NKI-GoH3\\_MM\\_NF-MAB1378](https://www.emdmillipore.com/US/en/product/Anti-Integrin-6-Antibody-clone-NKI-GoH3_MM_NF-MAB1378). Pagoon H, Zucchi H, Dai Z, et al. Biological Effects Induced by Specific Advanced Glycation End Products in the Reconstructed Skin Model of Aging. *Biores Open Access.* 2015;4(1):54-64. Recommended for flow cytometry, and immunohistochemical staining.

GLI1 (Cell Signaling, 2534): <https://www.cellsignal.com/products/primary-antibodies/gli1-v812-antibody/2534>. Adams CR, Htwe HH, Marsh T, et al. Transcriptional control of subtype switching ensures adaptation and growth of pancreatic cancer. *Elife.* 2019;8:e45313. Recommended usage for western blotting.

beta-tubulin (Developmental Studies Hybridoma Bank, E7): [https://dshb.biology.uiowa.edu/E7\\_2](https://dshb.biology.uiowa.edu/E7_2). Chu DT, Klymkowsky MW. The appearance of acetylated alpha-tubulin during early development and cellular differentiation in *Xenopus*. *Dev Biol.* 1989;136(1):104-117. Recommended for western blot and immunohistochemical staining.

phospho-Smad2/3 (Abcam ab52903): <https://www.abcam.com/smad3-phospho-s423--s425-antibody-ep823y-ab52903.html>. Qu S, Yang L, Liu Z. MicroRNA-194 reduces inflammatory response and human dermal microvascular endothelial cells permeability through suppression of TGF- $\beta$ /SMAD pathway by inhibiting THBS1 in chronic idiopathic urticaria. *J Cell Biochem.* 2020;121(1):111-124. Recommended for western blot and immunohistochemical staining.

Smad2 (BD Biosciences 610842): <https://www.bdbiosciences.com/eu/applications/research/apoptosis/purified-antibodies/purified-mouse-anti-smad23-18smad23/p/610842>. Dzwonek J, Preobrazhenska O, Cazzola S, et al. Smad3 is a key nonredundant mediator of transforming growth factor beta signaling in Nme mouse mammary epithelial cells. *Mol Cancer Res.* 2009;7(8):1342-1353. Recommended for western blot and immunohistochemical staining.

phospho-p38 MAPK (Cell Signaling, 4511): <https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-d3f9-xp-rabbit-mab/4511>. Rouse, J. et al. (1994) Cell 78, 1027-37. Recommended for western blot, IP, flow cytometry, and immunohistochemical staining.

phospho-Smad1/5/8 (Cell Signaling, 9511): <https://www.cellsignal.com/products/primary-antibodies/phospho-smad1-ser463-465-smad5-ser463-465-smad9-ser465-467-antibody/9511>. Hogan, B.L. (1996) Genes Dev 10, 1580-94. Recommended for western blot, IP, and immunohistochemical staining.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                  |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | ASZ001 (Dr. Ervin Epstein), BSZ2 (Dr. Ervin Epstein), NIH-3T3 (ATCC), C2C12 (ATCC), HaCaT (ATCC).                                                                                                                                |
| Authentication                                                    | NIH-3T3, C2C12, and HaCaT cell lines were authenticated by ATCC. ASZ001 and BSZ2 cells were authenticated previously by the Epstein group (So et al, Experimental Dermatology 2006). No additional authentication was performed. |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female C57BL/6J mice were used at p26.                                                                       |
| Wild animals            | No wild animals were used in the study.                                                                      |
| Field-collected samples | No field collected samples were used in the study.                                                           |
| Ethics oversight        | The protocol was approved by the Institutional Animal Care and Use Committee (IACUC) at Stanford University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                      |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Patient population included patients with diagnosed basal cell carcinoma with no prior treatment. Samples were de-identified and there was no selection for age, gender, or other characteristics.                                                   |
| Recruitment                | Patients with scheduled Mohs surgery at Stanford Dermatological Surgery clinic were voluntarily recruited with informed consent. No perceived selection bias. Sample availability was dependent on patients willingness to participate in the study. |
| Ethics oversight           | Study protocol was approved by Stanford University IRB.                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142469">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142469</a>                        |
| Files in database submission                                       | TGFB_pSmad3-ChIPseq_rep1, TGFB_pSmad3-ChIPseq_rep2, T5224_pSmad3-ChIPseq_rep1, T5224_pSmad3-ChIPseq_rep2, input_pSmad3-ChIPseq_rep1, input_pSmad3-ChIPseq_rep2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable.                                                                                                                                          |

## Methodology

|                         |                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological replicates were used per experimental condition.                                                                                                                                                      |
| Sequencing depth        | Single-ended 75 bp reads were sequenced to a depth of approximately 20-30 million uniquely mapped reads per sample.                                                                                                  |
| Antibodies              | anti-phosphoSmad2/3 (abcam ab52903)                                                                                                                                                                                  |
| Peak calling parameters | Sequencing reads were mapped to mm9 using Bowtie1.1.2 with parameters <code>-best,-strata</code> and <code>-m 1</code> . Narrow peaks were called using MACS2 with input controls and an FDR threshold 0.05.         |
| Data quality            | Read quality was verified using FastQC. Background removal was carried out via submitting replicates to irreproducible discovery rate (IDR) filtering. Number of peaks called ranged from 6179 to 10,447 per sample. |
| Software                | DNA was sequenced using the Illumina Nextseq platform. Reads were mapped using Bowtie 1.1.2 and peaks were called using MACS2. Differential peaks were determined using DESeq2.                                      |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Naive BCC tumors from Mohs surgery patients were minced, then dissociated in 0.5% collagenase in HBSS for up to 1 hour, and 0.05% trypsin for up to 15 minutes. Cells were strained through a 70 um filter, then washed twice using FACS buffer (2% BSA/PBS), then stained with the following antibodies for 30 minutes at 4deg C at 1:100 dilution: anti-LYPD3 (Sino Biological 11836-R213-P), anti-Trop2/TACSTD2 (R&D Systems FAB650-V), anti-LY6d (E48aa1, courtesy of Dr. Ruud Brakenhoff), and anti-CD49f/ItgA6 (Millipore MAB1378). Propidium iodide was used at a concentration of 1:1000 as a dead cell marker. |
| Instrument                | Cells were sorted on a FACSARIA II instrument.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                  | BD FACSDiva software was used for data collection. Data was analyzed using FlowJo v10.6.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance | SM+ sorted cells comprised approximately 20-40% of live cells, and SM- sorted cells comprised approximately 40-60% of live cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Gating strategy           | Abnormally small cells/fragments were first excluded by FSC-A/SSC-A gating, then singlets were isolated by SSC-W/SSC-H and FSC-W/FSC-H gating, then live cells were isolated by negative propidium iodine staining. Live cells were first gated based on positive ItgA6 staining, then Lypd3, Ly6d, and Trop2 staining consecutively. Boundaries between positive and negative staining cell populations were drawn based on distribution of unstained control samples.                                                                                                                                                 |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

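RNA-seq of ASZ001 cells was read from 2 tables, 1 for the SB431542 experiment (3 DMSO and 3 SB431542 libraries) and 1 for the T-5224 experiment (2 DMSO and 2 T-5224 libraries). The authors aligned reads with TopHat to mm9 and made the deposited RPKM with HOMER's analyzeRepeats.pl, and the values are given to 3 decimals per gene and library. The authors' own comparison used DESeq2, and counts were not analysed here, so a test on counts was not run. Genes with no reads in any library of a table are not listed. All 10 columns of values were used and 0 were left out. Sample labels gave each library's condition and table. In the T-5224 table the DMSO columns are numbered 1 and 2, and the sample labels number these libraries 4 and 5 across the series.

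Rows whose gene name had become a date were left out, 22 in the first table and 23 in the second. Genes with a mean RPKM of at least 1 over all libraries of a table were tested, 10842 and 10809. Each inhibitor was compared with the DMSO libraries of its own table with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), with empirical Bayes moderation and a mean-variance trend, and with Benjamini-Hochberg adjustment over the genes tested. A gene was called down or up with a log2 fold change beyond 1 in size and an adjusted p under 0.05. The calls of the 2 experiments were compared by gene name over the genes tested in both, with Fisher's exact test. The libraries have no controls in common.

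Gene families were tested with limma's camera (two-sided, preset correlation of 0.01), with fry and with camera at an estimated correlation as alternatives, and with Fisher's exact test on the calls. There were 21 lists, written before the data were examined, and p-values of camera were adjusted over the 21 lists of each experiment by Benjamini-Hochberg. A further list of MAPK activity genes was written after the data were seen. ARHGEF29 was looked up as Spata13, by its synonym in the RefSeq gene table of GRCm38.p6, from which names only were taken. Positions are from the GENCODE annotation of NCBIM37, the assembly that mm9 is made from. Transcript lengths and GC content came from the same annotation and were known for 87.7% and 87.6% of the genes tested.

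The genes named were fixed by a rule before the data were examined. They are the genes that the paper names in connection with these treatments, the 5 called genes with the largest rise and the 5 with the largest fall in each experiment whose treated libraries all lie on one side of all DMSO libraries, and members of a list whose result is given. Names in the paper's supplementary lists and figures had been seen by then. Genes named outside the rule are marked.

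The number of reads behind each library was worked out from RPKM of genes shorter than 250 bases with fewer than 6 reads, where the values lie on a ladder of whole reads. It was between 31.9 and 51.4 M reads. The spread between replicates, and not counting error, sets the standard errors given.

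The analysis was tested on simulated data before it was run. There, a random list of 44 genes, as many as the RhoGEFs tested with T-5224, gave a camera p under 0.05 in 0 of 100 draws for each experiment. These simulated genes vary independently, which genes of a real list need not do. The alternatives tried were pseudocounts of 0.1 and 1, no filter on low values or a mean RPKM of at least 5, an unadjusted p, no limit on the fold change, median centring, quantile normalization, no mean-variance trend, the replicate number as a block for SB431542, the other set tests, other gene lists, and each library left out in turn. A fold change of 1.5 in place of 2 was added after the data were seen. ATAC-seq and ChIP-seq data, and RNA-seq of human tumors, were not part of this work.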

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

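The lists of proliferation, integrated stress and NRF2 target genes were fixed before the data were examined. The paper does not report on these lists in the RNA-seq of the inhibitors. Its Ki67 staining was in mouse hair follicles treated with an MRTF inhibitor. For ASZ001 cells, the paper reports that viability fell with dose for T-5224 and for SB431542, measured later than the RNA-seq. Also fixed beforehand were the tests of whether T-5224 lowers proliferation genes and raises NRF2 targets. The tests of gene length and GC content, scaling, depth and other splits of the libraries below were chosen after the results were seen. P-values are from limma's camera, two-sided, adjusted over 21 lists unless stated.

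Integrated stress genes rose with T-5224, a signal in genes that the paper does not discuss. Of 22 genes, 21 were higher and 20 were called up, with a median log2 fold change of 2.63 (adjusted p = 7.86e-10, and 3.74e-11 before adjustment). It held under fry (p was 1.21e-04). With the correlation between genes estimated from the data, p was 0.0771, so the list does not pass that test. The tables argue against length, GC content, scaling and depth as the whole cause. After a trend of fold change with transcript length and GC content was removed, the median was 2.64 (adjusted p = 3.61e-10). Under quantile normalization it was 2.55 (adjusted p = 1.00e-08). The deepest T-5224 library had 0.69 log2 units more reads than the shallowest DMSO library, a bound on what depth would give with no scaling, and 20 of the 22 genes rose by more than that. Whether the rise goes through AP-1 or another effect of the compound was not tested, since the design holds a single AP-1 inhibitor at a single dose and time.

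NRF2 targets were also higher with T-5224, in 9 of 10 genes, with a median log2 fold change of 1.70 (adjusted p = 2.18e-04, and 4.16e-05 before adjustment). It held under fry (p was 3.74e-04) and not with an estimated correlation (p was 0.167). The test of whether T-5224 raises these genes was set before the data were examined and came out in that direction. The median was 1.69 after the length and GC trend was removed (adjusted p = 1.89e-04) and 1.61 under quantile normalization (adjusted p = 5.37e-04). The widest ratio of depths, 0.69 log2 units, is exceeded by 9 of the 10 genes. Slc7a11 is in this list and in the integrated stress list, so the 2 results are not independent. Whether the rise is a response to the compound or to loss of AP-1 was not tested.

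Proliferation genes were higher with T-5224 in 18 of 21 genes, with a median log2 fold change of 0.88 (adjusted p = 4.34e-04, and 1.03e-04 before adjustment). It held under fry (p was 0.00342) and not with an estimated correlation (p was 0.202). The test set before the data were examined asked whether T-5224 lowers these genes, and the result went the other way. The median was 0.79 after the length and GC trend was removed (adjusted p = 3.85e-04), 0.86 under quantile normalization (adjusted p = 6.17e-04) and 0.92 for the 19 genes with a mean RPKM of at least 5 (adjusted p = 0.00112). What the rise says about cell number, or about the loss of viability that the paper reports with T-5224, was not tested.

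The same proliferation list was higher with SB431542 in 21 of 21 genes, with a median log2 fold change of 0.36 (adjusted p = 3.00e-10, and 2.86e-11 before adjustment). It held under fry (p was 9.41e-05) and with an estimated correlation (p was 0.0130). No gene of the list reached a 2-fold change. The median was 0.37 after the length and GC trend was removed (adjusted p = 3.50e-10) and 0.32 under quantile normalization (adjusted p = 4.73e-09). The depth of the SB431542 libraries, 41.5 to 49.2 M reads, overlapped that of their DMSO libraries. Of the 10 ways to split the 6 libraries into 3 and 3, only 1, the real one, gave a p as small, but 10 splits cannot give a share under 0.05, so chance cannot be excluded this way. In 8 of the 9 other splits, each of which still holds part of the real contrast, camera gave a p under 0.05 before adjustment (4.66e-06 to 0.0519 over all 9). The cause of the rise was not tested, nor how it relates to the loss of viability that the paper reports with SB431542.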

How the results depend on the processing

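The alternatives were chosen before the data were examined, except the fold change of 1.5, which was chosen after seeing the data. No result changed direction past its threshold under any alternative run.

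The counts of genes called depend on the limit on the fold change. With no limit, 1085 genes were lower and 1107 higher with SB431542, 4260 lower and 4356 higher with T-5224, and 798 lower with both inhibitors, with 5 RhoGEFs among them in place of 0. With a limit of 1.5-fold, the counts were 254 and 130, 2333 and 2352, and 194, with 0 RhoGEFs. Testing only genes with a mean RPKM of at least 5 gave 41 down and 10 up with SB431542, 742 down with T-5224 and 32 down with both, since fewer genes are tested. Genes up with SB431542 numbered 38 with a pseudocount of 0.1 and 12 with a pseudocount of 1, which shrinks changes of weakly expressed genes. The other counts stayed within 1.5 times the main count under the pseudocounts, no filter on low values, an unadjusted p, median centring, quantile normalization and no mean-variance trend. Of the 50 genes down with both, 50 were kept with a pseudocount of 0.1, 38 with 1, 48 with no filter and 45 under quantile normalization. With each library left out, genes down with SB431542 numbered 55 to 77 and up 19 to 31, genes down with T-5224 1098 to 1228 and up 1046 to 1176, and genes down with both 41 to 63, with 0 RhoGEFs each time. Where a T-5224 experiment library is left out, the lone library of its group is assumed to vary like the others.

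RhoGEFs as a family had p between 0.107 and 0.736 (fry) with SB431542 under the processing alternatives and set tests planned for this list. Removal of the length and GC trend was a separate test, also set beforehand. With SB431542 it gave a camera p of 0.860 and a fry p of 0.0439, both outside that range. With T-5224, fry gave 0.00845, past 0.05, and the others between 0.0566 and 0.513 for this list. With the length and GC trend removed, camera gave 0.543 and fry 0.0745, so fry no longer passed. Wider lists went past 0.05, with camera p = 0.0288 with DOCK genes added and 0.0132 with Ras, Rap and Ral exchange factors also added (0.474 and 0.452 with an estimated correlation). Fry and camera ask different questions, and the cause of the difference was not tested further. The fall of TGFß targets with SB431542 held under every alternative run. The correlation of the 2 inhibitors' fold changes across genes was 0.402 with no filter, where more weakly expressed genes enter, and 0.409 (without DMSO replicate 3 of the SB431542 experiment) to 0.459 (without SB431542 replicate 1) with a library left out. In the DMSO libraries of the T-5224 experiment, quantile normalization gave Jun 53.4 RPKM, Fos 0.642 RPKM and Fosb 0.406 RPKM, shifts larger than the SD of the 2 libraries. The cause was not tested.

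For 103 pairs of a named gene and a treatment, 1186 alternative values were computed. Of these, 1087 kept their direction and their side of the threshold, 60 no longer passed an adjusted p of 0.05 and 20 newly passed it. The other 19 changed direction, with no significant change under either setting. Leaving out a library accounts for 43 of the 60, where fewer libraries are tested.

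Whether the replicate numbers of the SB431542 experiment pair the libraries is not stated. Deviations from the group means correlated at −0.148, 0.151 and −0.0949 for libraries of the same number, and at −0.171 to 0.196 for libraries of different numbers. With 3 libraries per group, these correlations show no sign of a pairing but cannot exclude it. With the replicate block, 71 genes were down and 25 up, which includes all 63 and 25 of the fit without it, and the adjusted p was 0.0519 for Arhgef17 and 0.0608 for Plekhg2, against 0.0176 and 0.0169 without it. With the replicate block, the fall of interferon genes had a p of 0.0267 under fry and 0.151 with an estimated correlation (0.0724 and 0.257 without it), and p was 0.483 for the RhoGEF family and 1.23e-13 for TGFß targets. For T-5224, no block was run. The DMSO columns of that table are numbered 1 and 2 and the sample labels of the same libraries 4 and 5, and nothing says which is which.

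Of the 10 splits of the 6 SB431542 experiment libraries into 3 and 3, 1 (the real one) gave 88 genes called or more, and the others gave 0. For the lists of TGFß targets and SRF/MRTF targets, 1 of 10 gave a camera p as small, and for the RhoGEF family 5 of 10. In the 9 other splits, each of which still holds part of the real contrast, camera gave a p under 0.05 in 7 for TGFß targets, 6 for SRF/MRTF targets, 8 for proliferation genes and 0 for RhoGEFs. With 10 splits the share cannot go under 0.05, so chance cannot be excluded this way. In the T-5224 experiment the groups are too small for such a count.

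The share of calls that are higher was 28.4% with SB431542 (28.9% with median centring, 33.7% under quantile normalization) and 49.5% with T-5224 (49.1% and 50.6%). Median centring moved the median of all genes by less than 0.01, so for T-5224, 49.1% higher after centring says nothing about scaling, and a change in the total RNA per cell cannot be seen in these values. A test on counts was not run because the values analysed are RPKM. Genes under a mean RPKM of 1, among them Kalrn, Spata13 and Fosb, were given no call, and whether depth limits them was not tested. With T-5224, Kalrn had a log2 fold change of −0.94 (adjusted p = 0.00184, limma, with no filter).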

Differences from the paper's values

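Genes down with both inhibitors numbered 50 here. The paper's Supplementary Data 2 holds 660 names in the copy used, and the paper's Fig. 4b shows about 670, read by eye. Of the alternatives set before the data were examined, no limit on the fold change gave 798, within 1.5 times the paper's value, and none of the others did. The description of Supplementary Data 2 states the same limits as those used here. The legend of Fig. 4b gives a p without adjustment, and an unadjusted p under 0.05 gave 58 genes.

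Genes down with SB431542 numbered 63 here, against about 1100 in the paper's Fig. 4b, read by eye from both parts of the circle. No limit on the fold change gave 1085, within 1.5 times of it, and none of the other alternatives set before the data were examined did.

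Genes down with T-5224 numbered 1144 here, against about 2800 in the paper's Supplementary Fig. 5c, read by eye. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, and no limit on the fold change gave 4260. A limit of 1.5-fold, chosen after seeing the values, gave 2333. Of the 587 genes of Supplementary Data 2 that were tested with T-5224, it drops 13 and keeps 574, where the limit of 2-fold keeps 396. The genes up with T-5224, 1121 here, did not differ by more than 1.5 times from the number in the figure.

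In the DMSO libraries of the SB431542 experiment, Junb was at 70.9 RPKM, Jund at 91.8 RPKM and Fosl2 at 52.0 RPKM. The paper's Supplementary Fig. 3k shows about 110, about 190 and about 110 FPKM, read by eye. Neither quantile normalization nor leaving out a library brought these within 1.5 times of the paper's values. In the DMSO libraries of the T-5224 experiment, Junb, Jund and Fosl2 did not differ from the figure by that measure, and Jun did in neither experiment. In the figure as here, Jun, Junb, Jund and Fosl2 stand far above Fos, Fosb and Fosl1.

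The paper reports that exchange factor activity is among the leading terms of the genes that depend on both pathways. None of 44 RhoGEFs was among the 50 genes down with both here, where 0.210 would be expected by chance, too few for this count to bear on enrichment. Without the limit on the fold change, Arhgef10, Arhgef17, Arhgef19, Fgd4 and Plekhg2 were lower with both, 5 of 44 (Fisher's exact test, one-sided, p = 0.243). Arhgef17, Plekhg2, Arhgef18 and Arhgef40, which the paper studied by knockdown, were lower with each inhibitor, as in the paper, but with SB431542 by less than 2-fold, and there Arhgef18 (adjusted p = 0.0610, limma) and Arhgef40 (adjusted p = 0.0655) did not pass 0.05.

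Supplementary Data 2 lists 5 RhoGEFs as lowered by both inhibitors that were higher with 1 of them here. Net1 had a log2 fold change of 0.30 with SB431542 (adjusted p = 0.0140, limma, up to 0.0663 with a library left out). Vav3 also had 0.30, but did not pass 0.05 (adjusted p = 0.0643). With T-5224, Arhgef2 had 1.32, Arhgef5 0.63 and Plekhg3 0.21, whose adjusted p reached 0.198 with a library left out. Of the 550 names tested in both experiments, 545 were lower with both. The paper's Fig. 6e lists 16 RhoGEFs that depend on AP-1 for expression. Of the 14 tested, 12 were lower with T-5224, and Arhgef3 (0.42) and Trio (0.35) were higher.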

Other observations

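The tests of the RhoGEF family against gene length and GC content and against RhoGAPs, of scaling, and of SRF/MRTF targets were set before the data were examined. The tests of Etv4 and Etv5, interferon genes, DMSO replicate 1 and Supplementary Data 2 were chosen after the results were seen.

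SRF/MRTF target genes, which the paper does not examine with these inhibitors, were lower with T-5224 in 15 of 17 genes, with a median log2 fold change of −0.65 (camera p = 5.47e-04, fry p = 2.38e-04, estimated correlation p = 0.0651), and with SB431542 in 14 of 17, with a median of −0.30 (camera p = 5.06e-06, fry p = 1.88e-05, estimated correlation p = 0.00796). Both hypotheses, that each inhibitor lowers these genes, were set before the data were examined, and both came out in that direction. Of the 17 genes tested, Ctgf is also in the list of TGFß targets. Whether the fall with SB431542 goes through MRTF was not tested.

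The RhoGEF family's fall with T-5224 did not pass 0.05 under camera, so whether gene length, GC content or a fall shared with RhoGAPs explains it cannot be told apart. Longer genes fell more with T-5224 (Spearman correlation −0.184 between fold change and transcript length, across genes) and with SB431542 (−0.104). With the length and GC trend removed, the family's median was −0.0666 with T-5224 (adjusted p = 0.634, camera over 21 lists) and −0.0177 with SB431542 (adjusted p = 0.903). Under fry, p was 0.0745 with T-5224 and 0.0439 with SB431542. The mean log2 fold change with T-5224 was −0.29 for 44 RhoGEFs and −0.12 for 38 RhoGAPs (two-sided permutation test with 100000 resamples over genes, p = 0.415).

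Etv4 and Etv5, targets of the ERK pathway, rose with both inhibitors. Of 8 other genes on a list of MAPK activity genes written after this was seen, 7 were tested with SB431542, with a median log2 fold change of 0.84 (6 higher, camera, adjusted p = 2.49e-05 over the 2 experiments), and 8 with T-5224, with a median of 2.46 (6 higher, adjusted p = 0.0254). Both held under fry and neither with an estimated correlation (p = 0.0738 and 0.147). Dusp4 and Dusp6 of this list had been seen among the genes up with both inhibitors when it was written, so the test runs on genes chosen for the pattern, and a rise of other ERK targets cannot be told apart by it.

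Interferon-stimulated genes were lower in 16 of 16 genes with SB431542, with a median log2 fold change of −0.83 (camera p = 1.01e-05), and in 23 of 24 with T-5224, with a median of −1.57 (camera p = 6.97e-07, fry p = 0.00199, estimated correlation p = 0.156). With SB431542, fry gave p = 0.0724 and the estimated correlation p = 0.257. The mean log2 expression of the list was 3.16, 3.45 and 2.37 in the DMSO libraries and 1.98, 2.49 and 1.78 in the SB431542 libraries, so the groups overlap, although each SB431542 library lay below the DMSO library of its number. Variation between libraries cannot be told apart from an effect of SB431542, since the set tests disagree.

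Basal keratinocyte genes were lower in 11 of 11 with T-5224, with a median log2 fold change of −1.86 (camera p = 2.73e-07, fry p = 5.27e-04, estimated correlation p = 0.208), and in 7 of 11 with SB431542, with a median of −0.29 (camera p = 0.00174, fry p = 5.90e-04, estimated correlation p = 0.101). Hedgehog target genes were higher in 4 of 6 with SB431542, with a median of 0.32 (camera p = 0.0190, adjusted over 21 lists 0.0498, fry p = 7.34e-05, estimated correlation p = 0.0740). With T-5224 their median was −0.63 (camera p = 0.0838, fry p = 9.32e-04, estimated correlation p = 0.328). There, Sfrp1 (−3.55), Gli1 (−1.66), Ccnd1 (−0.75) and Ccnd2 (−0.51) were lower, and Ptch1 (0.34) and Bcl2 (0.37) were higher. With SB431542, Ccnd1 (0.99), Ccnd2 (0.44), Bcl2 (0.40) and Sfrp1 (0.25) were higher, Ptch1 was at −0.0088 (adjusted p = 0.946, limma) and Gli1 fell. Ccnd1 is also in the MAPK list. TGFß targets had a median of −0.72 with T-5224 (camera p = 0.00734, estimated correlation p = 0.107). With SB431542, the medians were 0.16 for integrated stress and 0.10 for NRF2 targets (camera, adjusted p = 0.0887 and 0.101 over 21 lists). With SB431542 and T-5224 in turn, the medians of the other lists were −0.03 and −0.03 for cholesterol synthesis (camera p = 0.607 and 0.932), −0.02 and −0.35 for p53 targets (0.0917 and 0.253), 0.23 and −0.72 for hypoxia and glycolysis (0.0902 and 0.0580), 0.01 and −0.11 for RhoGAPs (0.853 and 0.332), −0.04 and −0.56 for DOCK genes (0.329 and 0.137), 0.01 and −0.44 for Ras, Rap and Ral exchange factors (0.519 and 0.108), −0.08 and 0.43 for the AP-1 subunits (0.197 and 0.0941), −0.18 and −0.18 for the GEFs with primers in Supplementary Table 2 (0.212 and 0.376), and 0.05 and −0.29 for the TGFß family genes the paper names (0.855 and 0.0756). The other genes the paper names along the pathway had −0.20 and −0.86 (camera p = 1.47e-04 and 0.00305), and the RhoGEFs of Fig. 6e had −0.07 with SB431542 (camera p = 0.387).

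The calls with T-5224 were nearly even, 1144 down and 1121 up, and 49.1% were higher after median centring, which decides nothing about scaling because the centring hardly moves the libraries.

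DMSO replicate 1 of the SB431542 experiment stands apart, with 646 of 10842 genes more than 0.5 log2 units from the mean of the other DMSO libraries, against 113 and 156 for replicates 2 and 3. Its deviations had a Spearman correlation of 0.0928 with transcript length across genes, against −0.0484 and −0.107 in the other DMSO libraries, and of −0.249 with GC content, against 0.103 and 0.293. The other DMSO libraries are compared with a mean that holds replicate 1, so the contrast with them does not decide whether length is the cause. The means behind the SB431542 libraries do not hold it. There, replicate 3 had 0.102 with length and replicate 2 had 0.258 with GC content. These libraries had 69 and 72 genes more than 0.5 log2 units away. Correlations of this size therefore do not by themselves set a library apart. GC content was not tested further. Without DMSO replicate 1, 59 genes were down and 21 up with SB431542, of which 53 and 17 are among the main calls. No biological explanation was tested.

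Most genes of Supplementary Data 2 were not called down with SB431542 here. The pseudocount does not account for this, since without one the ratio of mean RPKM was under 0.5 for 20.0% of the list. Of the list's genes tested with SB431542, 90.4% had a log2 fold change between −1 and 0. That share largely restates that most were not called, so it does not test the cutoff. At an unadjusted p under 0.05 (limma), 561 of 565 were lower. At an adjusted p under 0.05 with no limit on the fold change, 511 of the 565 were lower (limma). With a limit of 1.5-fold, 189 were down and 376 were not, so that limit would leave out most of the list. A still smaller fold cutoff for SB431542, or none, remains a candidate explanation for the length of the list. The tallies cannot decide it, since a lower limit can only add genes. With T-5224, 396 of the 587 genes tested were down more than 2-fold and 188 lay between −1 and 0. A smaller cutoff for SB431542 alone would not account for these 188. It would also not account for the 5 RhoGEFs of the list that were not lower with both inhibitors.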
